# Transcriptome Profiling of Rabbit Parthenogenetic Blastocysts Developed under *In Vivo* Conditions

**DOI:** 10.1371/journal.pone.0051271

**Published:** 2012-12-12

**Authors:** Carmen Naturil-Alfonso, María dels Desamparats Saenz-de-Juano, David S. Peñaranda, José S. Vicente, Francisco Marco-Jiménez

## Abstract

Parthenogenetic embryos are one attractive alternative as a source of embryonic stem cells, although many aspects related to the biology of parthenogenetic embryos and parthenogenetically derived cell lines still need to be elucidated. The present work was conducted to investigate the gene expression profile of rabbit parthenote embryos cultured under *in vivo* conditions using microarray analysis. Transcriptomic profiles indicate 2541 differentially expressed genes between parthenotes and normal *in vivo* fertilised blastocysts, of which 76 genes were upregulated and 16 genes downregulated in *in vivo* cultured parthenote blastocyst, using 3 fold-changes as a cut-off. While differentially upregulated expressed genes are related to transport and protein metabolic process, downregulated expressed genes are related to DNA and RNA binding. Using microarray data, 6 imprinted genes were identified as conserved among rabbits, humans and mice: *GRB10*, *ATP10A*, *ZNF215*, *NDN*, *IMPACT* and S*FMBT2*. We also found that 26 putative genes have at least one member of that gene family imprinted in other species. These data strengthen the view that a large fraction of genes is differentially expressed between parthenogenetic and normal embryos cultured under the same conditions and offer a new approach to the identification of imprinted genes in rabbit.

## Introduction

Embryonic stem cells (ESCs) have enormous potential in biomedicine for cell replacement, drug screening, predictive toxicology and developmental studies [1] and are envisaged as a powerful source of pluripotent cells for differentiation into desirable tissue for regenerative medicine and cell therapy [2], [3]. Despite the tremendous potential of ESCs, their handicap is the isolation method, as they are obtained from the inner cell mass of a blastocyst, making the embryo unviable [4].

Parthenogenetic embryos are being studied as an alternative source of ESCs, which would avoid ethical concerns related to destruction of the embryo [4], [5]. ESCs derived from parthenogenetic embryos (pESCs) have been shown to differentiate into all cell types and functional organs in the body [6]. However, several studies have evaluated similarities and differences between parthenogenetic and conventional ESCs in pluripotency, karyotype, *in vivo* and *in vitro* differentiation ability and RNA expression levels in human, nonhuman primates and rabbit [1], [2], [3], [5], [7], [8]. Generally, they present normal karyotypes and are similar in their undifferentiated state, expressing normal pluripotency markers, but present different transcriptomes, with different expression patterns of extracellular matrix proteins and methylation.

In rabbit, ESCs lines from different origin have been derived and characterised [8], [9]. Fang et al. [8] showed that ESCs derived from fertilised, parthenogenetic and nuclear transfer embryos seem to be similar, in that all three types were able to give rise to cells and tissue types of the three primary germ layers when ESCs are cultured *in vivo* and *in vitro*. In this case, ESCs of parthenogenetic and nuclear transfer embryos were derived using the same protocol. However, the origin of the source of the cell line has important consequences [1]. Piedrahita et al. [10] showed that ESCs lines from mice and pigs derived with the same protocol have some similar characteristics, but not all. Under *in vitro* culture, parthenote embryos present altered mRNA expression patterns, while *in vivo* developed parthenotes seem to be similar to normal embryos for the expression of factor *OCT-4*, Vascular Endothelial Growth Factor, Epidermal Growth Factor Receptor 3 and Transforming Growth Factor β2 genes [11]. In fact, in parthenote embryos the maximum development reached in all mammals species has been reported when embryos were transferred to subrogate females in early stages of development, providing a large *in vivo* culture.

In the present work, we employed a microarray to characterise transcriptome differences between 6-day parthenote embryos and 6-day fertilised blastocysts developed *in vivo.* In addition, based on the list of candidate genes identified by microarray, we studied the expression levels of selected transcripts in the parthenotes and fertilised blastocyst derived *in vivo* and checked this list with a database of genes previously listed as imprinted, while also reporting the identification of putative imprinted genes in rabbit blastocysts.

## Materials and Methods

All chemicals in this study were purchased from Sigma-Aldrich Química S.A. (Madrid, Spain) unless stated otherwise.

### Animals

Mature (adult) rabbit does belonging to the New Zealand White line from the ICTA (Instituto de Ciencia y Tecnología Animal) at the Polytechnic University of Valencia (Spain) were used as oocyte and embryo donors and recipient does. The Ethics and Animal Welfare Committee of the Universidad Politécnica de Valencia approved this study. All animals were handled according to the principles of animal care published by Spanish Royal Decree 1201/2005 (BOE, 2005; BOE = Official Spanish State Gazette).

### Parthenogenetic oocyte activation

To obtain oocytes for parthenogenetic activation, 32 receptive does were induced to ovulate with an intramuscular dose of 1 µg of Buserelin acetate. Does were slaughtered 16–18 h post-induction of ovulation and the reproductive tract was immediately removed. Oocytes were recovered by perfusion of each oviduct with 5 mL of pre-warmed Phosphate Buffered Saline without calcium chloride (PBS) and supplemented with 0.1% of Bovine Serum Albumin (BSA). Recovered oocytes were submitted to two sets 1 h apart of two DC electrical pulses of 3.2 kv/cm for 20 µs at 1 sec apart in an activation medium (0.3 M mannitol supplemented with 100 µM MgSO_4_ and 100 µM CaCl_2_), followed by 1 h exposure in TCM199 medium supplemented with 5 µg/µL of cycloheximide and 2 mM of 6-DMAP. A total of 369 oocytes were activated.

### Oviductal transfer by laparoscopy

Presumptive parthenotes were transferred by laparoscopy into oviducts of 13 synchronised receptive does just after activation, whose ovulation was induced as previously described [12], [13]. About 28 activated oocytes per doe were transferred. Receptive does were anaesthetised by an intramuscular injection of 16 mg xylazine (Rompun; Bayern AG, Leverkusen, Germany), followed by an intravenous injection of ketamine hydrochloride at the rate of 25 mg/kg body weight (Imalgene 1000; Merial S.A, Lyon, France) to keep does under anaesthesia during laparoscopy. Females were slaughtered 6 days later and parthenote blastocysts were recovered by uterine horns perfusion with 20 mL of Dulbecco Phosphate Buffered Saline (DPBS) supplemented with 0.1% of BSA.

### Control embryo recovery at day 6 of development

Six receptive does were artificially inseminated with pooled sperm from fertile males [14] and induced to ovulate as previously described. *In vivo* fertilised embryos were collected from does slaughtered at 6 days of pregnancy by flushing uterine horns as previously described.

### RNA extraction, amplification and sample labelling

As the amount of RNA present in a single embryo is rather limited [15], for each experimental group (parthenotes and *in vivo* fertilised embryos) four independent pools consisting of seven embryos were produced. Total RNA was isolated using traditional phenol/chloroform extraction by sonication in the Trizol reagent (Invitrogen). Concentration, quality and integrity of RNA were evaluated by Bioanalyzer 2100 (Agilent Technologies). Afterwards, 150 ng of Total RNA were amplified and labelled using QuickAmp Labelling Kit (Agilent Technologies, Madrid, Spain), following the manufacturer's instructions, which employs a linear amplification method with T7 polimerase. Control embryo samples were labelled with Cyanine 5 dye (Cy5) and parthenote embryo samples with Cyanine 3 dye (Cy3). Excess dye was removed with the QIAquick PCR purification kit (QIAGEN, Madrid, Spain) and dye incorporation and concentration were determined using the microarray setting on the Nanodrop 1000.

### Hybridisation, washing and scanning of Microarrays

Equal amounts of Cy3 and Cy5 labelled samples (825 ng) were mixed with 10× Blocking Agent and Fragmentation Buffer, and then 55 µL of the mixture were hybridised into the commercial microarray specific for rabbit (Rabbit 44× oligonucleotide array; cat: G2519F -020908, Agilent Technologies, Madrid, Spain). This microarray was manufactured using the Agilent 60-mer SurePrint technology, which represented sequences of Refseq, Unigene and Ensembl databases (specifically 12083 identifiers of genes corresponding to the ENSEMBL database). After 17 hours at 65°C, hybridised slides were washed and scanned using the Agilent DNA Microarray Scanner G2565B (Agilent Technologies, Madrid, Spain). The resulting images were processed using the Feature Extraction v.10 Software (Agilent Technologies, Madrid, Spain) with default parameters. Only microarrays which passed control quality tests of Feature Extraction Software were used in posterior analysis.

### Microarray data analysis

Filtering of problematic probes identified as flag outliers and identification of differentially expressed genes between both experimental groups were performed using the software GeneSpring v.11.5 (Agilent Technologies, Madrid, Spain). A non-supervised analysis of global gene expression was performed using the principal components analysis (PCA). To identify differentially expressed genes, we used the T-test with Benjamini and Hochberg multiple test correction implemented in the GeneSpring (Agilent Technologies). Probe sets were considered differentially expressed between two conditions if they had a false discovery rate (FDR) of p-value<0.05. Gene Ontology analysis and functional annotation of differentially expressed genes were performed by Blast2GO software v.2.5.1 with default parameters [16]. All data sets related to this study were deposited in NCBI's Gene Expression Omnibus [17] and are accessible through GEO Series accession number GSE41043.

### Real-time qPCR

To validate the microarray results obtained, six genes (*IMPACT*; *SMARCA2*: SWI/SNF related matrix associated actin dependent regulator of chromatin subfamily A member 2; *EMP1*: Epithelial membrane protein 1; *DPY30*; *CALC*: calcitonin gene-related peptide variant 1; *SCGB1A1*: secretoglobin family 1A member 1) that showed a significant difference between experimental groups were selected and analysed in twelve independent pool samples (microarray samples plus additional pools). To prevent DNA contamination, one deoxyribonuclease treatment step (gDNA Wipeout Buffer, Qiagen Iberia S.L, Madrid, Spain) was performed from total RNA (1000 ng). Reverse transcription was then carried out using the Reverse Transcriptase Quantitect kit (Qiagen Iberia S.L, Madrid, Spain) according to the manufacturer's instructions. Real-time qPCR (RT-qPCR) reactions were conducted in an Applied Biosystems 7500 (Applied Biosystems, Foster City, CA). Every PCR was performed with 5 µL of 1/10 diluted cDNA of each sample used in each reaction in a final volume of 20 µL of 10 µL of SYBR Green Master Mix (Applied Biosystems) and 200 nM of forward and reverse primers (list of RT-qPCR primers is shown in Table 1). The PCR protocol included an initial step of 50°C (2 min), followed by 95°C (10 min) and 40 cycles of 95°C (15 sec) and 60°C (1 min). After RT-qPCR, a melting curve analysis was performed by slowly increasing the temperature from 65°C to 95°C, with continuous recording of changes in fluorescent emission intensity. Serial dilutions of cDNA pool made from several samples were run in triplicate to assess PCR efficiency and decide which dilution to use for unknown samples. Target and reference genes in unknown samples were run in duplicate. Non-template controls (cDNA was replaced by water) for each primer pair were run in all plates. A ΔΔC_t_ method adjusted for PCR efficiency was used [18], employing the geometric average of *H2AFZ* and *GAPDH* as normalisation factor [19] and relative expression of cDNA pooled from various samples was used as a calibrator. The products of RT-qPCR were confirmed by ethidium bromide-stained 2% agarose gel electrophoresis in 1× Bionic buffer.

**Table 1:** Information on primers used for real-time qPCR.

Gene	Accession number	Sequence 5′→3′	Fragment size (pb)	Efficiency (%)	Correlation (R^2^)
*IMPACT*	ENSOCUT00000013903	GCGTCTTCTTCACCTCATGG	116	104.8	0.99
		TGTTTCTTGGCACAGTTGTTGA			
*SMARCA2*	ENSOCUT00000006331	AATCCGCAACCACAAGTAAC	113	103.1	0.99
		GAACACTGACTGTAAGACGAT			
*EMP1*	ENSOCUT00000021095	AATGTTGGTGTTACTGGCTG	110	100.2	0.98
		GATGCGTTAATAGAGTCTGAA			
*SCGB1A1*	ENSOCUT00000014246	CCAGTTACGAGACATCCCTGA	155	93	0.99
		CATACACAGTGGGCTCTTCACT			
*DPY30*	ENSOCUT00000021095	GCAGAGAACCCTCATTCTGAG	148	98.4	0.99
		CGCACAACTGTCTGATCCTGGT			
*CALC*	ENSOCUT00000003074	GCTAGAGACTGAGGGCTCCA	124	90.8	0.99
		CACGAAGTTGCTCTTCACCA			
*H2AFZ*	AF030235	AGAGCCGGCTGCCAGTTCC	85	98.8	1
		CAGTCGCGCCCACACGTCC			
*GAPDH*	L23961	GTTCTTCTCGTGCAG	144	93.1	1
		ATGGATCATTGATGGCGACAACAT			

*H2AFZ*: H2A histone family member Z [35]; *GAPDH*: glyceraldehyde-3-phosphate dehydrogenase [36]; *SMARCA2*: SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily a, member 2; *EMP1*: Epithelial membrane protein 1; *CALC*: calcitonin gene-related peptide variant 1; *SCGB1A1*: secretoglobin family 1A member 1).

### Statistical Analysis

Data were analysed using the Statgraphics version Plus 5.1 (Statistical Graphics Co., Rockville, MD, USA,) software package. The relative expression data were analysed using General Linear Model (GLM). For *SMARCA2* a Neperian logarithmic transformation was done before analysis for data normalisation. Differences in mean values were tested using ANOVA followed by a multiple pair wise comparison using t-test. Differences of p<0.05 were considered to be significant.

## Results

### Parthenote embryo production and blastocyst recovery

From the total of 369 oocytes activated and transferred to recipient does, 49 blastocysts properly developed were recovered at day 6 post-activation (13.3%). Sixty-four *in vivo* fertilised blastocysts were recovered at day 6 post-insemination (88.9% related to ovulation rate, estimated as the number forming corpora lutea).

### Gene expression profiling and validation by real-time qPCR

PCA showed that samples from the same group clustered together (Figure 1). 

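The microarray experiment compared 4 pools of parthenotes with 4 pools of in vivo fertilised embryos on 4 arrays. A parthenote develops from an oocyte activated without sperm, so both of its genome copies are maternal. Each pool held 7 blastocysts recovered at day 6. From each pool, 150 ng of total RNA was amplified and labelled, and each array received 825 ng of a parthenote pool in Cy3 together with 825 ng of a fertilised pool in Cy5 for 17 h. The dyes were swapped on 0 of the 4 arrays, so a dye effect of a probe adds to its difference between the groups. Only the parthenotes were activated outside the body and transferred by laparoscopy into recipient does, so any effect of these steps is part of the difference too. All arrays were on a single slide and were scanned together. The authors processed the scanned images with Feature Extraction, which subtracts the background, corrects the dyes and gives the log10 ratio of Cy5 over Cy3 for each spot. These deposited ratios were turned here into log2 ratios of parthenote over fertilised embryos. Of the 43803 spots per array that are not controls, between 26 and 48 were marked by the software as non-uniform or as population outliers and were left out. Spots of the same probe were averaged, which gave 43603 probes, and the 43595 probes with a value on at least 3 arrays were tested. Between 25805 and 26339 spots per array were well above background in the parthenote channel, and between 27508 and 27835 in the fertilised channel. The software sets the ratio to 0 where neither channel has a usable signal, which held for between 8753 and 9211 spots per array. Between 9134 and 9702 spots per array had a ratio of 0, so some of these arose otherwise, and their cause was not tested. Pairs of arrays were compared over the probes well above background in both channels on all 4 arrays, a filter added after the data were seen. Across these probes, which are not independent replicates, the log2 ratios had Pearson correlations between 0.67 and 0.87. Each mean log2 ratio was tested against 0 with limma, a linear model that shares the estimate of the spread across probes, with Benjamini-Hochberg adjustment over all probes tested. On simulated ratios with the real spreads, this test recovered 110 of 200 changed probes and called 8 unchanged ones among 43595. Far fewer probes were changed there than were called in the real data, which makes the adjustment stricter. The simulation therefore does not tell how many real changes were missed. The number of arrays limits the precision of each ratio.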

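The log2 processed signals of the 8 channels were used as 8 samples for the principal components, over the 43527 probes with a value in every channel. On PC1 the parthenote pools had scores of -52.9, -50.3, -87.2 and -65.6 on arrays 1 to 4, and the fertilised pools had scores of 63.2, 69.2, 54.8 and 68.7. No pool of either group lay on the other group's side of PC1. On PC2 the groups overlapped, and both pools of array 1 had the highest scores, 80.3 for the parthenotes and 57.3 for the fertilised embryos. Since the groups were labelled with different dyes on all 4 arrays, PC1 separates the dyes as well as the groups.

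**Figure D1:**
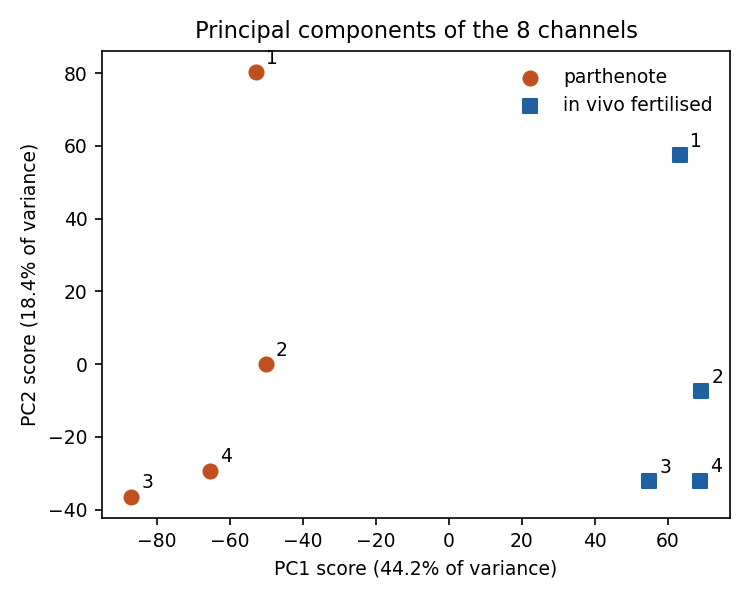
Scores of the 8 channels on PC1 (horizontal axis) and PC2 (vertical axis), in log2 signal units, with parthenote pools as circles and in vivo fertilised pools as squares, numbered by array. The parthenote pools lie between -87.2 and -50.3 on PC1 and the fertilised pools between 54.8 and 69.2.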

Analysis of expression data identified a total of 2541 differentially expressed transcripts between 6-day-old parthenotes and *in vivo* fertilised embryos. Among these, 1185 were upregulated whereas the 1356 remaining transcripts were downregulated. 

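Of the 43595 probes tested, 8996 differed between parthenotes and fertilised embryos at an adjusted p under 0.05 in limma. These probes carry 5603 distinct feature identifiers of the array, which are transcripts or, where none was assigned, the probe itself. At an unadjusted p under 0.05 there were 15940 probes. The count depends on the processing. Among the alternatives set before the data were examined, it ran from 1239 probes without replicate 4 to 31610 with median centring of each array after the normexp background correction. The fit of that correction was moved on array 2 by a few spots far below their local background. The methods' t-test, run on the log2 ratios with the same adjustment, called 4435 probes, and 13994 at an unadjusted p under 0.05. The methods do not say whether ratios or separate channels were tested. As a 2-sample test on the processed signals of the channels, without pairing the pools, the t-test called 13847 probes, 67.5% of them higher in parthenotes. That version changed the input as well as the pairing. Leaving out replicate 1 gave 5735 probes in limma. Of the 8996 probes, 7982 (88.7%) were well above background in at least 1 channel on all 4 arrays, and 7110 (79.0%) in both channels on all 4 arrays.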

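Among the 8996 probes, 4155 were higher and 4841 were lower in parthenotes, so 46.2% were higher. Counted as feature identifiers, 2481 had a probe that was higher and 3154 a probe that was lower. The ratio of the processed signals, which is not set to 0 for spots without a usable signal, moved the split to 65.0% higher, with median log2 ratios of the arrays between 0.09 and 0.11 in place of 0. Treating the processed signals of the 8 channels as separate samples in limma, without pairing the pools of an array, gave 68.0% higher. That fit uses the same signals as the ratio with 65.0%, so most of its shift was present with the pairing kept.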

Table 2 shows a classification of differentially expressed transcript probes based on fold-changes. Specifically, parthenogenetic blastocysts exhibited changes in the expression of 92 genes, of which 16 had lower expression and 76 showed higher expression than *in vivo* fertilised embryos using a minimal 3-fold change as a cut-off. 

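In the same limma test, 8668 probes passed an adjusted p of 0.05 with a change of more than 1.1-fold, 3586 with more than 1.5-fold, 1907 with more than 2-fold and 998 with more than 3-fold. At an adjusted p under 0.02 the counts were 3627 for all changes, 3562 over 1.1-fold, 1724 over 1.5-fold, 1028 over 2-fold and 621 over 3-fold. At an adjusted p under 0.01 they were 1190, 1181, 672, 446 and 301 in the same order.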

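Of the 998 probes changed more than 3-fold, 623 were higher and 375 were lower in parthenotes. They carry 683 distinct feature identifiers, of which 365 had a probe that was higher and 319 a probe that was lower. After normexp background correction and loess normalisation, an alternative set before the data were examined, 82 probes were higher and 28 were lower by at least 3-fold. Among the alternatives set at the same time, normexp with median centring turned the excess around, with 50 higher and 173 lower, and so did leaving out replicate 4, with 108 higher and 140 lower. In both normexp settings the background fit of array 2 was moved by a few spots far below their local background. The 5 probes with the largest fitted increase were for SPAG6 (A_04_P092332), for CFAP144 (A_04_P052932, A_04_P052936 and A_04_P052934) and A_04_P042583, which has no gene name. Their log2 ratios were 5.95 for A_04_P092332, 5.77 for A_04_P052932, 5.45 for A_04_P052936, 5.31 for A_04_P042583 and 5.21 for A_04_P052934, with standard deviations (n = 4 arrays) of 0.81, 0.42, 0.38, 0.32 and 0.49. None of these was well above background in the fertilised channel on any array, so only a bound on each increase is measured, at least 4.11-fold for A_04_P092332, 3.89-fold for A_04_P052932, 3.32-fold for A_04_P052936, 3.47-fold for A_04_P042583 and 3.10-fold for A_04_P052934. For the bounds, the channel signals were normalised by loess and Aquantile, and the mean of the bright channel was set against the lowest signal of a probe well above background in the dim channel, or the dim probe's own signal where that was higher. The bounds stay open to dye bias because no dye was swapped. They use a local background that was repaired on arrays 2 and 4, a step chosen after the data were seen. Another probe of SPAG6, A_04_P092334, was brighter and had a log2 ratio of 1.08. Without replicate 4, the adjusted p in limma was 0.0626 for A_04_P092332, while the other 4 probes stayed past the threshold without any single replicate.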

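Tables 3 and 4 have 74 and 16 entries, and the probes of 67 and 15 of them were found through the transcript, accession or probe identifier given there. For each entry the probe with the highest mean signal was used. CTBS and SCMC1 each have 2 entries in Table 3 that share this probe, so the 67 entries are 65 distinct probes. All entries of Table 3 were higher in parthenotes on average and all entries of Table 4 were lower, and all were well above background in both channels on all 4 arrays. In limma, 64 of the 65 probes and 15 of the 15 passed an adjusted p of 0.05, and 62 and 14 changed at least 3-fold. The paper chose these entries for their change on these same arrays, so the counts are a recomputation and not independent evidence. LRRIQ1 in Table 3 had a log2 ratio of 0.91 ± 0.65 (SD, n = 4 arrays) and an adjusted p of 0.134 for this probe, while another of its probes passed. Leaving out replicate 4 left 16 of the 82 entries past the threshold in limma. RTP4, CCDC153, SPINK1, CCL20, MYL4, GST, RSPH9 and MS4A13 were not analysed here.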

The lists of the upregulated and downregulated genes in the parthenogenetic blastocysts are shown in Table 3 and 4, respectively.

**Figure 1:**
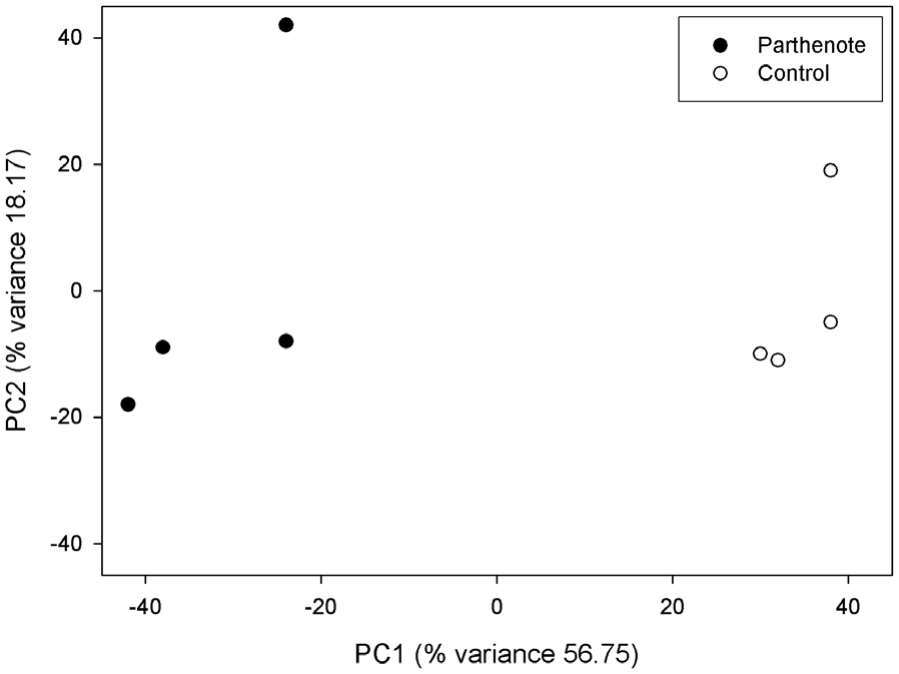
Principal Component Analysis (PCA) of microarray data. Principal Component Analysis (PCA) of microarray data. PCA two-dimensional scatter plot represent the differential gene expression patterns of frozen and control embryos. Axis: X = PC1: PCA Component 1 (56.75% variance); Y = PC2: PCA Component 2 (18.17% variance).

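In the log2 processed signals, centred by probe and not scaled, PC1 held 44.2% and PC2 18.4% of the variance. After normexp, loess and Aquantile normalisation, which brings the channels of all arrays to a common distribution of mean intensities, the shares were 56.5% and 17.6%. Normexp and loess without that last step gave 97.8% for PC1, on which the groups did not separate, and 1.25% for PC2, on which they did. On array 2, 8 spots in Cy3 and 10 in Cy5 lay far below their local background, which moved the background fit of that array. On array 4 this was so for 1 spot in each channel. When the local backgrounds of these spots on arrays 2 and 4 were set to the array's median, a step added after the data were seen, the shares were 53.0% and 18.6% and the groups separated on PC1.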

**Table 2:** Classification of differentially expressed transcript probes based on fold changes.

	p-value		
Fold-change	<0.05	<0.02	<0.01
All	5790	881	20
>1.1	5547	870	20
>1.5	1606	363	14
>2.0	557	167	12
>3.0	199	67	8

**Table 3:** Genes upregulated by at least three-fold in parthenogenetic late blastocysts.

Gene symbol/probe	Gene accession	Gene name	Fold-change
**A_04_P030002**	C84254		−21,46
**MECOM**	ENSOCUT00000010173	MDS1 and EVI1 complex locus	−13,21
**Q95LB3**	ENSOCUT00000015946	Development promoting factor Oviductal glycoprotein 1	−14,60
**SAA1**	NM_001082327	Serum amyloid protein A	−13,32
**C20orf85**	ENSOCUT00000012758	Chromosome 20 open reading frame 85	−11,38
**MLF1**	ENSOCUT00000013546	Myeloid leukaemia factor 1	−10,39
**RTP4**	ENSOCUT00000007680	Receptor (chemosensory) transporter protein 4	−9,56
**SCGB1A1**	NM_001082237	Secretoglobin, family 1A, member 1 (uteroglobin)	−9,51
**CCDC153**	ENSOCUT00000016944	Coiled-coil domain containing 153	−9,28
**ADO**	ENSOCUT00000013986	Aldehyde oxidase	−8,57
**A_04_P017348**	DN886936		−8,19
**SULT1E1**	ENSOCUT00000005024	Sulfotransferase family 1E, oestrogen-preferring, member 1	−7,54
**C1orf189**	ENSOCUT00000016457	Chromosome 1 open reading frame 189	−7,02
**S100A4**	ENSOCUT00000008641	S100 calcium binding protein A4	−6,20
**A_04_P016580**	X00412		−7,46
**ZBTB20**	ENSOCUT00000004232	Zinc finger and BTB domain containing 20	−7,45
**SORBS2**	ENSOCUT00000005820	Sorbin and SH3 domain containing 2	−6,73
**SMARCA2**	ENSOCUT00000006331	SWI/SNF related, matrix associated, actin dependent regulator of Chromatin, subfamily a, member 2	−6,21
**B7NZD6**	ENSOCUT00000003373	Selenium binding protein 1	−6,45
**CCL2**	NM_001082294	Chemokine (C-C motif) ligand 2	−5,62
**EMP1**	NM_001082357	Epithelial membrane protein 1	−6,07
**CAPS**	NM_001082644	Calcyphosine	−5,54
**A_04_P033277**	EB380127		−5,79
**SPINK1**	ENSOCUT00000001659	Serine peptidase inhibitor, Kazal type 1	−5,20
**ANXA1**	ENSOCUT00000015491	Annexin A1	−5,13
**S100A14**	ENSOCUT00000002741	S100 calcium binding protein A14	−5,29
**CCL20**	ENSOCUT00000000868	Chemokine (C-C motif) ligand 20	−4,74
**PLAU**	NM_001082011	Plasminogen activator, urokinase	−5,03
**C11orf70**	ENSOCUT00000006101	Chromosome 11 open reading frame 70	−4,91
**FANK1**	ENSOCUT00000008774	Fibronectin type III and ankyrin repeat domains 1	−4,65
A_04_P092437	ENSOCUT00000013589		−4,81
**MYL4**	ENSOCUT00000010827	Myosin, light chain 4, alkali; atrial, embryonic	−4,81
**A_04_P035022**	ENSOCUT00000005248		−4,73
**IL1R1**	NM_001082770	Interleukin 1 receptor, type I	−4,54
**SLC16A7**	ENSOCUT00000003051	Solute carrier family 16, member 7 (monocarboxylic acid transporter 2)	−4,18
**A_04_P044537**	ENSOCUT00000012839		−4,35
**CLUS**	ENSOCUT00000005984	ClusterinClusterin beta chain Clusterin alpha chain	−4,34
**NPY**	ENSOCUT00000010758	Neuropeptide Y	−4,31
**A_04_P016911**	DN884335		−4,24
**CAV1**	NM_001111072	Caveolin 1, caveolae protein	−4,12
**TNNI1**	ENSOCUT00000010422	Troponin I, slow skeletal muscle	−4,01
**ARAP2**	ENSOCUT00000015685	ArfGAP with RhoGAP domain, ankyrin repeat and PH domain 2	−3,97
**DYNLRB2**	ENSOCUT00000008571	Dynein, light chain, roadblock-type 2	−3,92
**ALAS2**	ENSOCUT00000013600	Aminolevulinate, delta-, synthase 2	−3,85
**HECW1**	ENSOCUT00000008000	HECT, C2 and WW domain containing E3 ubiquitin protein ligase 1	−3,76
**SCMC1**	ENSOCUT00000012809	Calcium-binding mitochondrial carrier protein SCaMC-1	−3,75
**OCA2**	ENSOCUT00000003517	Oculocutaneous albinism II	−3,56
**CTBS**	ENSOCUT00000003057	Chitobiase, di-N-acetyl-	−3,71
**A_04_P016912**	DN884335		−3,71
**A_04_P060497**	ENSOCUT00000006983		−3,69
**GPIIIa**	NM_001082066	Glycoprotein IIIa	−3,47
**B3GS73**	ENSOCUT00000007932	CCL28	−3,49
**CD48**	ENSOCUT00000013544	CD48 molecule	−3,60
**LIPC**	ENSOCUT00000001646	Hepatic triacylglycerol lipase	−3,45
**GST**	ENSOCUT00000011951	Glutathione S-transferase	−3,44
**SLC25A23**	NM_001082777	Solute carrier family 25 (mitochondrial carrier ; phosphate carrier), Member 23 nuclear gene encoding mitochondrial protein	−3,44
**LRRIQ1**	ENSOCUT00000017528	Leucine-rich repeats and IQ motif containing 1	−3,43
**ST3GAL5**	ENSOCUT00000010127	ST3 beta-galactoside alpha-2,3-sialyltransferase 5	−3,42
**LMO2**	ENSOCUT00000001532	LIM domain only 2 (rhombotin-like 1)	−3,37
**O97770**	ENSOCUT00000016899	Titin	−3,37
**A_04_P013028**	K02441		−3,22
**CTBS**	ENSOCUT00000003057	Chitobiase, di-N-acetyl-	−3,32
**MYL3**	ENSOCUT00000012390	Myosin, light chain 3, alkali; ventricular, skeletal, slow	−3,32
**PPIL6**	ENSOCUT00000006037	Peptidylprolyl isomerase (cyclophilin)-like 6	−3,31
**A_04_P033242**	EH792761		−3,26
**SCMC1**	ENSOCUT00000012809	Calcium-binding mitochondrial carrier protein SCaMC-1	−3,16
**A_04_P054532**	ENSOCUT00000000433		−3,20
**GPRC5A**	ENSOCUT00000016550	G protein-coupled receptor, family C, group 5, member A	−3,16
**TTC18**	ENSOCUT00000007154	Tetratricopeptide repeat domain 18	−3,16
**MAMDC2**	ENSOCUT00000000271	MAM domain containing 2	−3,16
**C1RL**	ENSOCUT00000014491	Complement component 1, r subcomponent-like	−3,15
**RSPH9**	ENSOCUT00000005536	Radial spoke head 9 homolog (Chlamydomonas)	−3,11
**A_04_P004519**	ENSOCUT00000011542		−3,06
**A_04_P034797**	ENSOCUT00000008808		−3,04

Genes are tabulated in the descending order of the fold-change values. 

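Among the genes of Table 3, the probe A_04_P030002 had the largest increase, a log2 ratio of 4.42 ± 0.59 (SD, n = 4 arrays), with an adjusted p of 0.00937 in limma. OVGP1, which encodes an oviductal glycoprotein, followed with 3.87 ± 0.29 (adjusted p = 0.00513 in limma). SAA1, a serum amyloid protein that the reference names only by its locus, reached 3.74 ± 0.84 (adjusted p = 0.0179 in limma). MECOM had a log2 ratio of 3.51 ± 0.27 (adjusted p = 0.00521 in limma). For C20orf85, named CIMIP1 in the rabbit reference, the ratio was also 3.51, but with a standard deviation of 1.26, since array 2 gave 1.65 and the other arrays between 3.93 and 4.42 (adjusted p = 0.0373 in limma). MLF1 rose by 3.38 ± 0.50 (adjusted p = 0.0104 in limma). The methods' t-test gave C20orf85 an adjusted p of 0.0697, and limma without pairing the pools gave SAA1 an adjusted p of 0.0793. Without replicate 4, MECOM and OVGP1 stayed past the threshold in limma, with adjusted p of 0.0355 and 0.0373, and A_04_P030002 at 0.0638, MLF1 at 0.0681, SAA1 at 0.0898 and C20orf85 at 0.152 did not. The ratios of the 67 entries ranged from 0.70 to 4.42, with a median of 2.08.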

Transcripts without annotation were identified by probe set ID.

**Table 4:** Genes downregulated by at least three-fold in parthenogenetic late blastocysts.

Gene/probe	Gene accession	Gene name	Fold-change
**A_04_P013564**	EB375829		51,83
**SNRPN**	NM_001082714	Small nuclear ribonucleoprotein polypeptide N	48,40
**CALC**	ENSOCUT00000003074	Calcitonin gene-related peptide variant 1	7,54
**TAC1**	NM_001101698	Tachykinin, precursor 1	7,26
**MS4A13**	ENSOCUT00000015913	Membrane-spanning 4-domains, subfamily A, member 13	6,67
**A_04_P017715**	EB373964		6,55
**IMPACT**	ENSOCUT00000013903	Protein IMPACT	4,58
**KRTCAP3**	ENSOCUT00000004321	Keratinocyte associated protein 3	4,35
**A_04_P085877**	ENSOCUT00000003190		3,58
**KPB2**	ENSOCUT00000013796	Phosphorylase b kinase regulatory subunit alpha, liver isoform	3,47
**A_04_P035497**	ENSOCUT00000016846		3,25
**DPY30**	ENSOCUT00000017876	Dpy-30 homolog	3,23
**RIT1**	ENSOCUT00000006374	Ras-like without CAAX 1	3,16
**Q8SQB7**	ENSOCUT00000001908	Inducible nitric oxide synthase	3,13
**CXCR7**	ENSOCUT00000010904	Chemokine (C-X-C motif) receptor 7	3,10
**PON3**	ENSOCUT00000002011	Serum paraoxonase/lactonase 3	3,07

Genes are tabulated in the descending order of the fold-change values. 

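Among the genes of Table 4, the probe A_04_P013564, which the reference assigns to SNURF, had a log2 ratio of -5.51 ± 0.24 (SD, n = 4 arrays) with an adjusted p of 0.00361 in limma. The probe of the accession listed as SNRPN is also assigned to SNURF and had -5.60 ± 0.26 (adjusted p = 0.00371 in limma). SNURF and SNRPN are encoded by a shared transcript. For TAC1, which encodes tachykinin 1, the ratio was -2.80 ± 0.26 (adjusted p = 0.00624 in limma). All 3 had the same sign on each of the 4 arrays, and stayed past the threshold in limma without any single replicate. The ratios of the 15 genes ranged from -5.60 to -1.19, with a median of -1.84. The 5 probes with the largest mean decrease in the deposited ratios were all assigned to SNRPN or SNURF, namely A_04_P051612 with a log2 ratio of -6.93, A_04_P000899 with -6.05, A_04_P000898 with -5.98, A_04_P000900 with -5.91 and A_04_P013563 with -5.86. In the parthenote channel, A_04_P051612 was well above background on 3 arrays, A_04_P000899 on 1 array and A_04_P013563 on 4. A_04_P000898 and A_04_P000900 were not well above background there, so that they were at least 11.0-fold and 11.1-fold lower. The probes A_04_P000898, A_04_P000899 and A_04_P000900 overlap and are close to a single measurement, and the sizes of their ratios rest on a parthenote channel mostly at background, so their order is not measured. Without replicate 4, the adjusted p in limma was 0.0616 for A_04_P051612 and 0.0533 for A_04_P000899. The array file places A_04_P051612 on chromosome 17 and the probe used for SNRPN on chromosome 11 of a genome build that it does not name.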

Transcripts without annotation were identified by probe set ID.

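Of the genes measured by RT-qPCR, the array held several probes for each, and the probe with the highest mean signal over both channels was used. These were 1 of 3 probes for IMPACT, 1 of 5 for DPY30, 1 of 6 for CALC, 1 of 10 for SCGB1A1, 1 of 2 for EMP1 and 1 of 5 for SMARCA2. The RT-qPCR values were not analysed here. GAPDH, a reference gene of the RT-qPCR, had an array log2 ratio of -0.54 ± 0.09 (SD, n = 4 arrays, adjusted p = 0.0124 in limma), lower in parthenotes on all 4 arrays. Without replicate 3 the adjusted p of GAPDH in limma was 0.0611. Probes for the other reference gene, H2AFZ, carried names of related histone genes and were not used here.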

All genes selected to validate the microarray analysis exhibited expression patterns in line with previous results. Similarly, the three genes that exhibited lower expression in parthenotes in the microarray experiment (*MPACT*, *DPY30* and *CALC*) also showed decreased expression by RT-qPCR (Table 5), while three genes showing higher expression in parthenogenetic blastocysts by the microarray analysis (*SCGB1A1*, *EMP1* and *SMARCA2*) also exhibited increased expression by RT-qPCR (Table 5). 

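IMPACT, an imprinted gene expressed from the paternal allele in other species, had a log2 ratio of parthenote over fertilised of -2.26 ± 0.40 (SD, n = 4 arrays) with an adjusted p of 0.0131 in limma. Its probe was well above background in both channels on all arrays, as were those of the other 5 genes. DPY30 had -1.67 ± 0.22 (adjusted p = 0.00915 in limma). CALC showed the largest decrease of the 3, -2.95 ± 0.71 (adjusted p = 0.0199 in limma), with array 1 at -1.95 and the others between -3.62 and -3.01. SCGB1A1, the gene of uteroglobin, had a log2 ratio of 2.75 ± 0.45 (adjusted p = 0.0119 in limma). EMP1 reached 2.57 ± 0.50 (adjusted p = 0.0147 in limma) and SMARCA2 reached 2.69 ± 0.26 (adjusted p = 0.0064 in limma). The increases of SCGB1A1, EMP1 and SMARCA2 differed from each other by less than the standard deviation of SCGB1A1. Each of the 6 genes changed in the stated direction on all 4 arrays. Without replicate 4, SMARCA2 stayed past the threshold in limma with an adjusted p of 0.0472, and the others lay between 0.0551 for SCGB1A1 and 0.0888 for CALC.

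**Figure D2:**
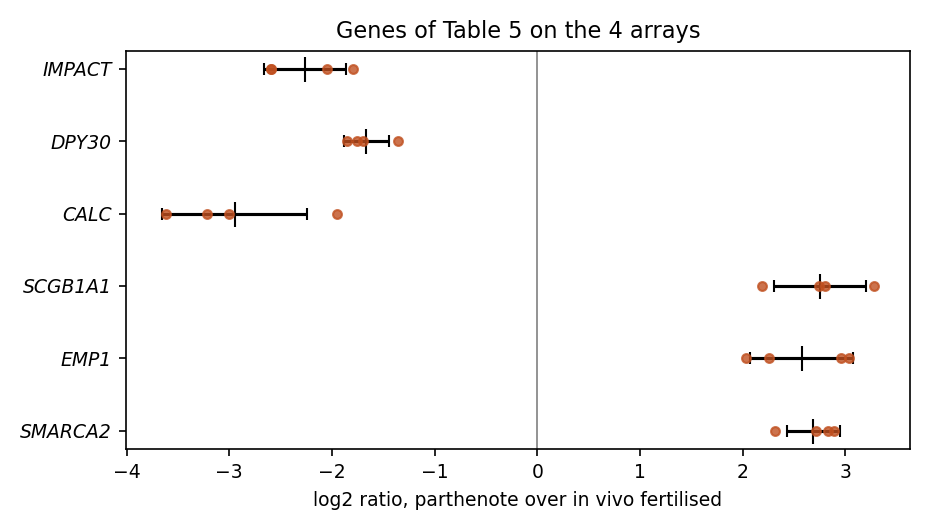
Log2 ratio of parthenote over in vivo fertilised embryos (horizontal axis) for the 6 genes of Table 5. Points are the 4 arrays, vertical ticks their mean and bars 1 standard deviation. All points of IMPACT, DPY30 and CALC lie below 0, and those of SCGB1A1, EMP1 and SMARCA2 lie above 0, between 2.03 and 3.28.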

Comparisons between fold-change of results for RT-qPCR and microarray are shown in Table 5. 

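Written as linear folds of fertilised over parthenote embryos, with a negative sign where parthenotes were higher, the array values were 4.79 for IMPACT, 3.17 for DPY30, 7.71 for CALC, -6.73 for SCGB1A1, -5.95 for EMP1 and -6.44 for SMARCA2. The paper's reported array values are 4.58 for IMPACT, 3.23 for DPY30, 7.54 for CALC, -9.51 for SCGB1A1, -6.07 for EMP1 and -6.21 for SMARCA2. Of the alternatives, normexp with loess moved IMPACT most of the 6 genes, from a log2 ratio of -2.26 to -1.11, with its direction kept.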

The PCR experiments reproduced the microarray profiling for selected genes, although fold changes differed between RT-qPCR and microarray, which can be explained by different probes used for RT-qPCR and microarray [20].

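The probes of a gene spread over different positions of its transcripts, and their log2 ratios differed in size but not in sign. They ranged from -3.50 to -2.13 for IMPACT, from -1.75 to -1.64 for DPY30, from -3.01 to -2.60 for CALC, from 2.68 to 3.28 for SCGB1A1, from 2.57 to 2.63 for EMP1 and from 2.55 to 2.72 for SMARCA2. With the mean of all probes in place of the brightest, the log2 ratio was -2.63 for IMPACT and 2.98 for SCGB1A1. The paper states that the RT-qPCR gave the same profile as the array for these genes, and it proposes the different probes used as the reason for the different sizes. The RT-qPCR folds of Table 5 are log2 ratios, whereas its array folds, which its note also calls log2 transformed, lie near the linear folds computed here, least so for SCGB1A1. The sizes printed in the table are therefore not on the same scale.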

**Table 5:** Real-time quantitative PCR assay for six randomly selected genes.

	Relative expression (a.u.)		Fold change	
Gene	Fertilised embryos	Parthenote embryos	RT-qPCR	Microarray
*IMPACT*	0.82±0.16^a^	0.004±0.21^b^	7.68	4.58
*DPY30*	1.24±0.14^a^	0.27±0.18^b^	2.20	3.23
*CALC*	0.56±0.04^a^	0.14±0.05^b^	2.00	7.54
*SCGB1A1*	0.04±0.22^a^	1.25±0.25^b^	−4.96	−9.51
*EMP1*	0.48±1.99^a^	8.37±1.99^b^	−4.12	−6.07
*SMARCA2*	0.16±0.51^a^	1.76±0.51^b^	−3.45	−6.21

*SMARCA2*: SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily a, member 2; *EMP1*: Epithelial membrane protein 1; *CALC*: calcitonin gene-related peptide variant 1; *SCGB1A1*: secretoglobin family 1A member 1). Relative expression values are shown in arbitrary units (a.u), expressed by the mean value ± standard error means. Letters with different superscripts are significantly different (P<0.05). RT-qPCR fold changes were obtained by calculation of log2 transformed ratio of relative expression for each gene. Microarray fold changes were obtained by log2 transformed probe intensities for each gene.

Biological process, molecular function and cellular component vocabulary items assigned to upregulated and downregulated genes in parthenote embryos are shown in Figures 2, 3, and 4 respectively. For Biological Process, the most represented categories of altered genes were those related to cellular macromolecule process, transport, regulation of cellular process, protein metabolic process, nucleic acid metabolic process and macromolecule modifications (Figure 2). As far as molecular function is concerned, the most represented GO terms were DNA and RNA binding, receptor binding and transferase activity (Figure 3). Finally, main annotations for cellular components are those related to mitochondrion, nuclear lumen, nucleus and cytoskeleton (Figure 4).

**Figure 2:**
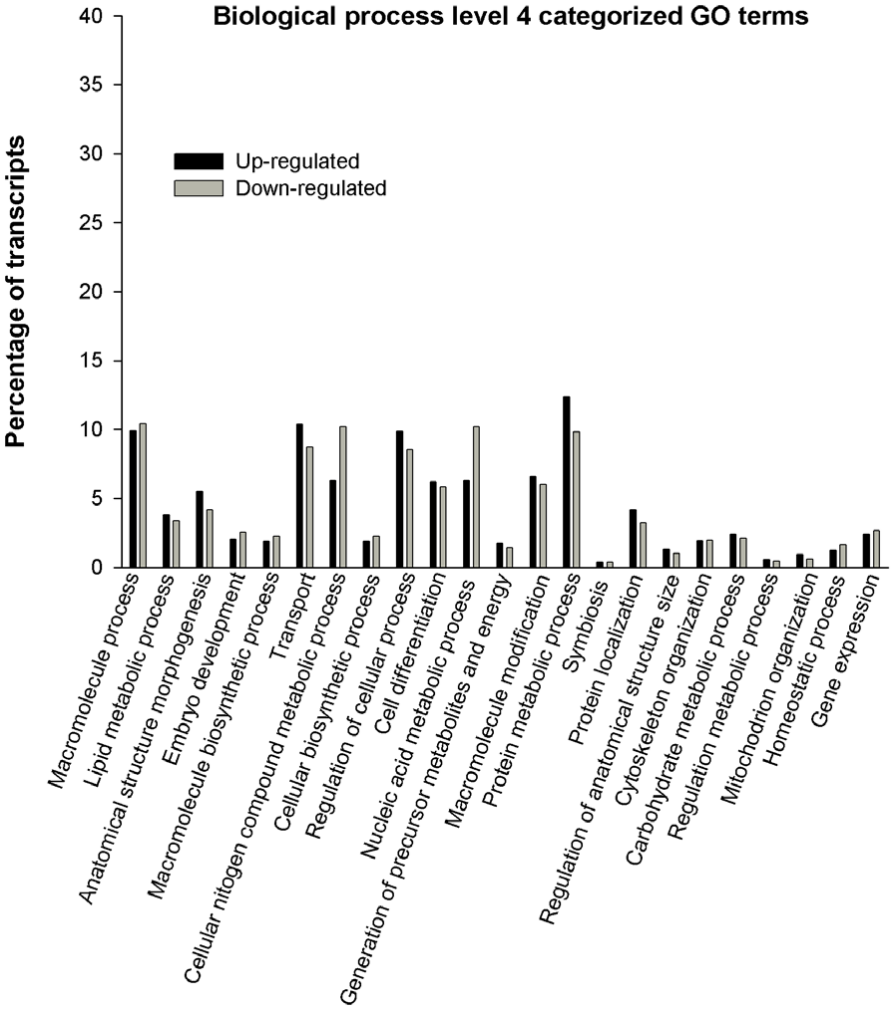
Gene Ontology (GO) bar chart of differentially expressed genes between parthenotes and fertilised embryos. Gene Ontology (GO) bar chart of differentially expressed genes between parthenotes and in vivo fertilised embryos. Genes upregulated and downregulated in parthenotes embryos that are categorised by GO term “Biological process” level 4.

**Figure 3:**
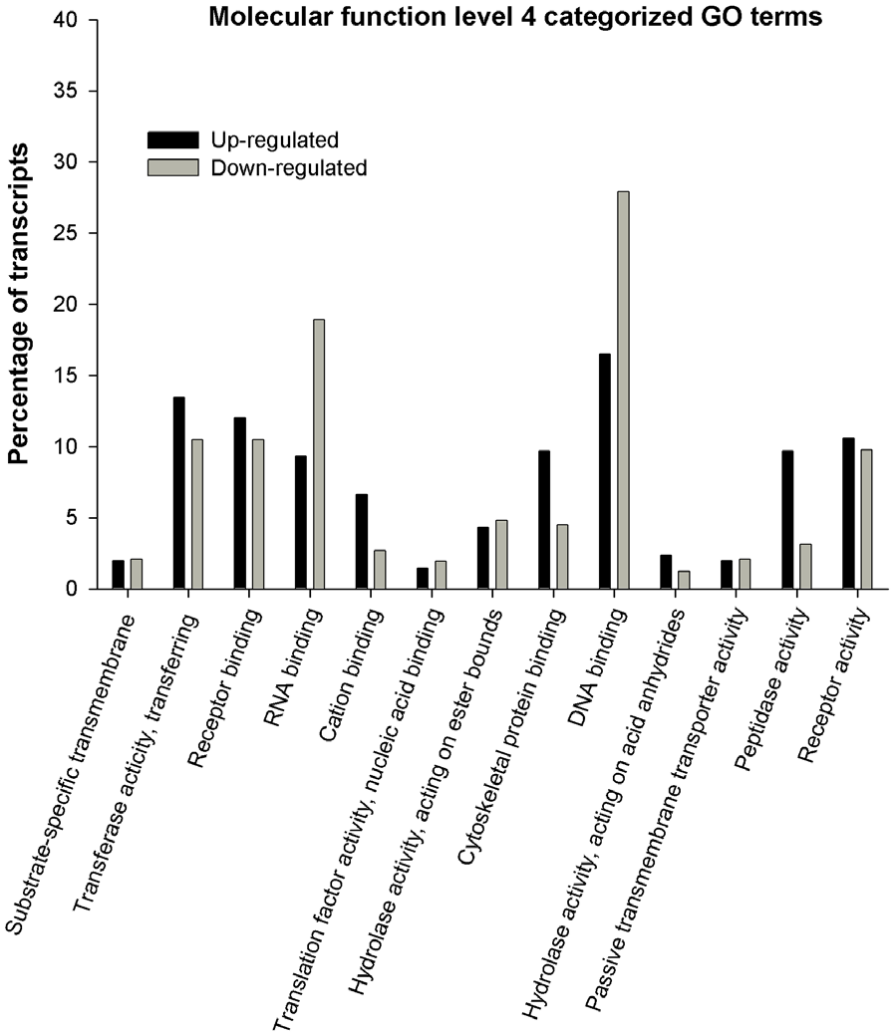
Gene Ontology (GO) bar chart of differentially expressed genes between parthenotes and fertilised embryos. Gene Ontology (GO) bar chart of differentially expressed genes between parthenotes and in vivo fertilised embryos. Genes upregulated and downregulated in parthenotes embryos that are categorised by GO term “Molecular function” level 4.

**Figure 4:**
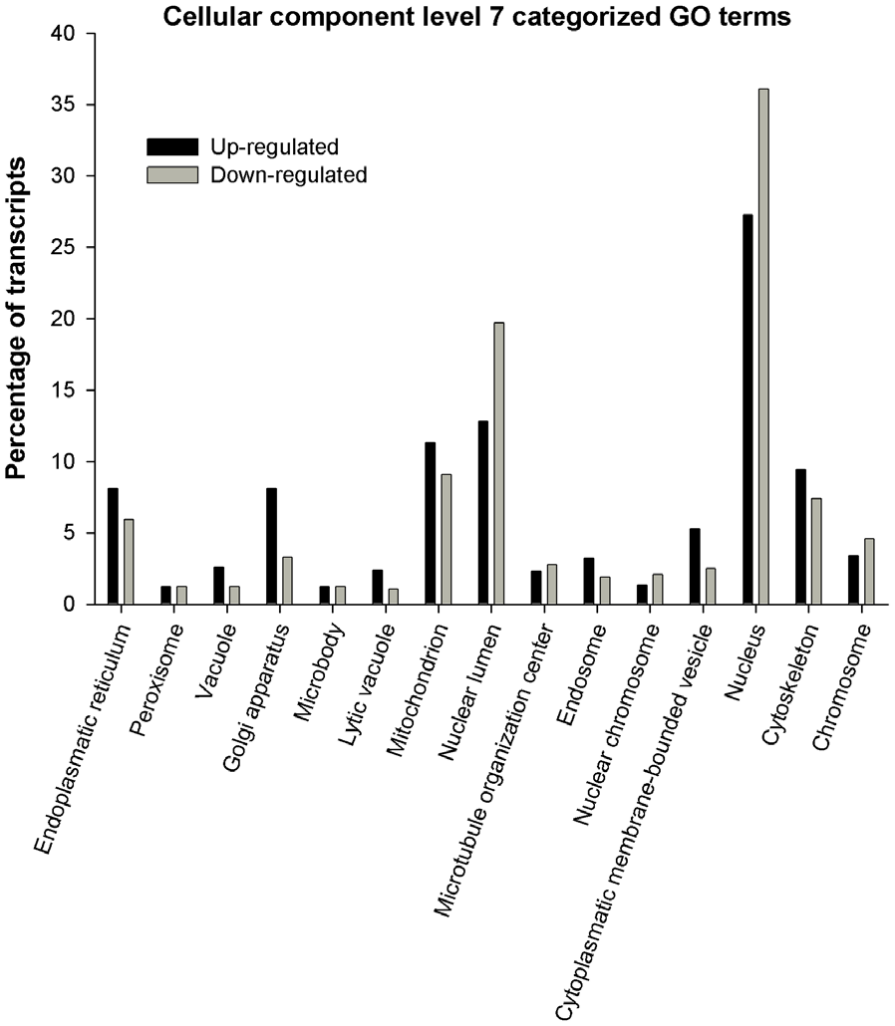
Gene Ontology (GO) bar chart of differentially expressed genes between parthenotes and fertilised embryos. Gene Ontology (GO) bar chart of differentially expressed genes between parthenotes and in vivo fertilised embryos. Genes upregulated and downregulated in parthenotes embryos that are categorised by GO term “Cellular Component” level 7.

### Putatively imprinted genes

In parthenote embryos expression of paternally expressed imprinted genes is not expected, since both alleles are of maternal origin. We extracted information probes from the microarray data that detected known or putative imprinted genes (Catalogue of Imprinted Genes; http://igc.otago.ac.nz/home.html). 

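Imprinted genes are expressed from the allele of a single parent. A list of 30 genes known in other mammals to be expressed from the paternal allele and a list of 32 expressed from the maternal allele were fixed before the data were examined, and 11 and 14 of them had a named probe on the array. All 11 paternally expressed genes had a negative mean log2 ratio, with a median of -1.44. As a set they were lower in parthenotes (fry, limma's rotation test for gene sets, adjusted p = 8.75e-06 over 10 lists). Without the 3 genes that Tables 3, 4 and 6 had picked from these arrays (SNRPN, SNURF and IMPACT), the remaining 8, which still include NDN and SFMBT2 of the paper's text, had a median of -1.23 (adjusted p = 9.38e-05 with fry). With NNAT set to its bound and PEG3 left out because neither channel was well above background, the median of the list was -1.23. After normexp and loess the median was -0.27 with an adjusted p of 0.0823, and with the local background repaired, a step chosen after the data were seen, it was -0.36 with an adjusted p of 3.65e-06. Of the 14 maternally expressed genes, 6 were higher, 6 were lower and CALCR and CPA4 had a ratio of 0 on every array, so the median of 0 carries no direction. The 11 of these genes with a measured level had a median of 0.12, and the list was not called (adjusted p = 0.271 with fry in limma).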

Six of the genes which appear as most specifically upregulated or downregulated in the microarray have previously been annotated as imprinted genes. 

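In limma, 7 of the 11 paternally expressed genes passed an adjusted p of 0.05 over all probes tested and 9 when adjusted over the list alone. SNRPN, SNURF, IMPACT and NDN were also read by the paper. NNAT had a log2 ratio of -3.28 with an adjusted p of 0.0143 in limma, but was not well above background in parthenotes on any array, so it was at least 1.96-fold lower. PEG3 had -1.70 (adjusted p = 0.00731 in limma) with neither channel well above background. RTL1 had -0.29 (adjusted p = 0.0392 in limma) and was well above background in parthenotes on 1 array, as were MKRN3 and SGCE. MKRN3 had -1.38 ± 0.97 (SD, n = 4 arrays, adjusted p = 0.128 in limma), SGCE -1.07 ± 0.65 (adjusted p = 0.098 in limma) and MEST, well above background on 1 array in each channel, -0.45 ± 0.43 (adjusted p = 0.222 in limma), so these 3 did not pass.

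**Figure D3:**
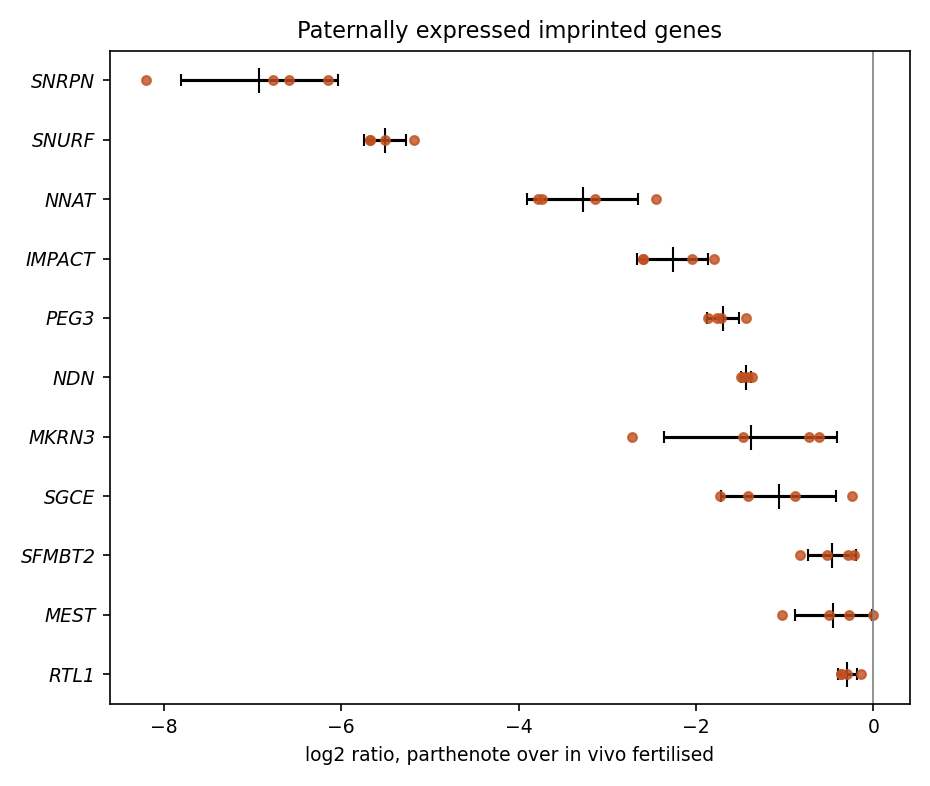
Log2 ratio of parthenote over in vivo fertilised embryos (horizontal axis) for the 11 paternally expressed imprinted genes with a probe. Points are the 4 arrays, vertical ticks their mean and bars 1 standard deviation. The means run from -6.93 for SNRPN to -0.29 for RTL1, and PEG3 was not well above background in either channel.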

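GRB10, which binds growth factor receptors, had a log2 ratio of 0.48 ± 0.14 (SD, n = 4 arrays) with an adjusted p of 0.0269 in limma. It was higher in parthenotes on all 4 arrays, with array 2 at 0.69 and the other arrays between 0.39 and 0.43. After normexp and median centring its ratio reversed to -0.21, and the methods' t-test gave an adjusted p of 0.0546. The normexp fit behind that reversal was moved on array 2 by a few spots far below their local background. NDN, the gene of necdin, had -1.44 ± 0.06 (adjusted p = 0.00361 in limma), and its 5 probes ranged from -1.53 to -1.42. The array file places its probe on chromosome 17 from 81737220 to 81737279, in a rabbit genome build that the file does not name. The probe of IMPACT lies in that build on chromosome 9 from 65597726 to 65597785. SFMBT2 had -0.47 ± 0.27 (adjusted p = 0.0921 in limma), lower on all 4 arrays and not past the threshold, while the dim-probe filter, which tests fewer probes, gave an adjusted p of 0.0262. ATP10A and ZNF215 were not analysed here. Leaving out replicate 4 raised the adjusted p of GRB10 to 0.116 and of IMPACT to 0.0746, while NDN stayed past the threshold in limma without any single replicate.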

*GRB10* and *ATP10A* were upregulated in parthenotes, as expected because the maternal allele is the one expressed, while *ZNF215*, *NDN*, *IMPACT* and *SFMBT2* were downregulated according to the paternal allele expression. Furthermore, 26 other genes of the microarray which were significantly different in parthenote embryos, also shown to have at least one member of that gene family imprinted in other species (Table 6).

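Table 6 lists 72 family members, 28 as higher and 44 as lower in parthenotes, and 56 of them had a named probe. Their mean log2 ratio had the stated direction for 54 of the 56, and the 2 others, USP15 at 0.07 and FBXO32 at -0.13, were not past the threshold. With the mean of all probes both had the stated direction, USP15 at -0.12 and FBXO32 at 0.33, but TSPAN12, listed as higher and called by its brightest probe at 0.40, turned to -0.31. In limma, 25 passed an adjusted p of 0.05 in the stated direction, 12 higher and 13 lower, and 42 did when adjusted over the list alone. The paper chose this list on these arrays, so the count over the list is not independent evidence. For 33 genes at least 1 probe passed. The ratios were small, with a median of 0.33 for the 22 genes listed as higher and -0.33 for the 34 listed as lower. Of the 56 genes, 6 changed at least 1.5-fold, and 1, CDKN1A, at least 2-fold. With the dim-probe filter 45 passed, with the methods' t-test 9, and leaving out replicate 3 or replicate 4 left 4. The paper states that other members of these families are imprinted in other species, and it calls the genes of Table 6 putative imprinted genes.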

**Table 6:** Putative imprinted genes differentially expressed in parthenogenetic late blastocysts identified as family members at Catalogue of Imprinted Genes (http://igc.otago.ac.nz/home.html).

	Family members genes name	
Imprinted gene	Upregulated	Downregulated
*SLC22A2, SLC22A3, SLC22A8, SLC22A18S*		*SLC22A5, SLC22A17*
*AWT1,WT1-AS*		*SWT1*
*IGF2*	*IGF2BP2*	*IGF2BP3*
*RB1*	*RB11A*	
*L3MBTL*	*L3MBTL2*	*L3MBTL1*
*PPP1RGA*		*PPP1CC*
*ASB4*	*ASB8*	*ASB3*
*KLF14*	*KLF16, KLF12*	*KLF3, KLF4*
*NAP1L5*	*NAP1L1*	
*UPS29*	*USP2, USP4, USP25, USP53*	*USP7, USP15, USP22, USP28, USP34USP40, USP43, USP46, USP48*
*ZFP264, ZFP127*		*ZFP36, ZFP57, ZFP62, ZFP90*
*PEC2, PEC3*		*PECR*
*NCCR*		*NCCRP1*
*UBE3A*	*UBE3B, UBE4B*	
*TSPAN32*	*TSPAN5, TSPAN12, TSPAN13*	*TSPAN1N, TSPAN14, TSPAN31*
*TNFRSF23*		*TNFRSF1A*
*ANO1*		*ANO6*
*INPP5F-V2*	*INPP1, INPP4B*	
*RASGRF1*	*RASGEF1B, RASGRP3*	*RASGRP1, RASGRP2*
*COMMD1*	*COMMD3, COMMD5*	*COMMD2, COMMD7, COMMD8*
*HTR2A*		*HTRA4*
*FBXO40*	*FBXO15, FBXO32, FBXO48*	*FBXO4, FBXO5, FBXO25, FBXO38, FBXO42*
*SNRPN*		*SNRPPA1, SNRPB2*
*PRIM2*		*PRIM1*
*CDKN1C*	*CDKN1A, CDKN1B, CDKN3*	
*SASH2*		*SASH1*

## Discussion

Our results demonstrated that parthenotes and *in vivo* fertilised rabbit blastocysts cultured under *in vivo* conditions differ notably in gene expression. Up till now, few works have analysed transcriptome differences between parthenotes and fertilised embryos [20], [21], [22]. However, these works were carried out with parthenote embryos developed *in vitro* and *in vitro* cultured fertilised embryos. It is well documented that embryos developed under *in vitro* environment are still not comparable with *in vivo* embryos [23], as post-fertilisation culture environment is a determinant for adequate embryonic development [4], [24]. For example, one of the most critical time points of preimplantation embryogenesis is the major embryonic genome activation at which the embryo switches from using the mRNA and proteins derived from the maternal genome to those resulting from de novo transcription from the embryonic genome [25]. During that time, availability of transcription factors, which are regulated by cell cycle-dependent mechanisms, is required [26]. These mechanisms are strongly influenced by a change in environmental conditions and subsequently affect the embryonic development, with potentially severe effects on foetal, prenatal and postnatal viability [27]. Corcoran et al. [20] found that a total of 384 genes were differentially expressed between *in vivo* and *in vitro* derived blastocysts, the vast majority of them (almost 85%) being downregulated in *in vitro* developed embryos. Likewise, the effects of developmental environment on mRNA expression in parthenogenetic embryos have also been described [11] this way. To our best knowledge, this is the first report that compared the genome-wide gene expression profiles between rabbit parthenogenetic blastocysts and fertilised blastocysts developed *in vivo*.

Microarray analysis of parthenotes and fertilised embryos developed *in vitro* indicated differences in expression of 749 genes from mouse with 1.8 fold-changes as a cut-off [20], 24 genes for early embryos and 5 for expanded embryos from bovine with 1.5 fold-changes as a cut-off [22] and 56 genes from buffalo with 1.4 fold-changes as a cut-off [21]. 

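With the methods' t-test on the same log2 ratios and Benjamini-Hochberg adjustment, 2018 probes changed at least 1.5-fold, 1184 at least 2-fold and 710 at least 3-fold. Restricted to the 24137 probes well above background in both channels on all 4 arrays, the same t-test called 1580, 540 and 189 probes. This restriction is among 6 versions of the t-test tried after the data were seen, and it is given because its counts at an adjusted p under 0.05 came close to those of Table 2. At an adjusted p under 0.01 this t-test called 0 of these probes (10936 passed an unadjusted p of 0.05), where Table 2 has counts above 0 and limma called 4942 of the same probes.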

In this study, we observed that 1606, 557 and 199 microarray probe signals were changed in the parthenogenetic blastocyst using a minimum of 1.5, 2.0 and 3.0 fold-changes as a cut-off, respectively. The 199 probe signals represent 92 genes, of which 16 had lower expression and 76 showed higher expression in parthenotes than fertilised embryos, developed *in vivo*. 

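Of the 998 probes changed at least 3-fold in limma over all probes, 201 were well above background in both channels on all 4 arrays. Among the 623 higher in parthenotes these were 168 (27.0%), and 359 were not well above background in the fertilised channel on any array. Among the 375 lower in parthenotes they were 33 (8.8%), and 311 were not well above background in the parthenote channel on any array. For such probes the ratio is not a measured fold but rests on a channel at background. In limma over the 24137 probes well above background in both channels, a filter added after the data were seen, 124 feature identifiers changed at least 3-fold, 105 higher and 19 lower in parthenotes. From the genes that change at least 3-fold, the paper concludes that parthenotes and fertilised blastocysts differ even when both develop in vivo.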

In the present study, in terms of biological process categories, slight differences are observed between transcript percentage of up and downregulated genes. However, the main categories altered, related to transport and protein metabolic process, comprise more upregulated than downregulated genes. Genes with high fold-changes such as *BZND6*, *ANXAL*, *MYL4* are involved in transport, while protein metabolic process includes genes such as *ClUS*, *PPIL6* or *CIRL*. In contrast, regarding molecular function and cellular components, a higher percentage of downregulated transcripts are comprised. In this case, the main altered categories are those related to DNA and RNA binding, both located in cellular nucleus and involving genes such as *GTF2B* (general transcription initiation factor IIb; X), *CHURC1* (Churchill domain containing 1), *XRCC2* (DNA repair protein XRCC2), *HNRNPD* (heterogeneous nuclear ribonucleoprotein D), *SAFB2* (scaffold attachment factor B2) or *NEIL3* (nei endonuclease VIII-like 3) among others. 

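SELENBP1, a selenium-binding protein gene, had a log2 ratio of 2.69 ± 0.46 (SD, n = 4 arrays, adjusted p = 0.0124 in limma), with array 2 at 2.01 and the other arrays between 2.84 and 3.00. It is the gene that Table 3 lists as B7NZD6, which was taken here to be the transport gene of the text. ANXA1, annexin A1, had 2.43 ± 0.38 (adjusted p = 0.0115 in limma). CLU, the gene of clusterin, had 2.12 ± 0.68 (adjusted p = 0.0308 in limma), PPIL6 1.53 ± 0.34 (adjusted p = 0.0174 in limma) and C1RL 1.66 ± 0.36 (adjusted p = 0.0173 in limma). All 5 were higher in parthenotes on each of the 4 arrays. Without replicate 4 their adjusted p in limma lay between 0.0656 for ANXA1 and 0.136 for CLU, so none passed, and the methods' t-test gave CLU an adjusted p of 0.0603. CLU and C1RL were matched to the text through the entries of Table 3.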

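GTF2B had a log2 ratio of -0.50 ± 0.14 (SD, n = 4 arrays) with an adjusted p of 0.0268 in limma, and was lower in parthenotes on all 4 arrays. Its 3 probes ranged from -0.50 to -0.38. The methods' t-test gave GTF2B an adjusted p of 0.0545, and limma without replicate 4 gave 0.117. CHURC1, XRCC2, HNRNPD, SAFB2 and NEIL3 were not analysed here.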

So, these results suggest a great deficiency of the machinery associated with transcription and translation which might hinder basic cell functioning and thereby pre-implantatory development of parthenogenotes. Similar results of the main categories altered in biological processes have been observed before in gene expression profile studies of *in vitro* developed parthenotes. Processes such as proteolysis, peptidolysis, protein amino acid phosphorylation and cell transport showed to be the most representative upregulated in parthenotes, while nucleic acid binding and metabolic process were representative of the higher percentage of donwregulated transcripts in parthenotes [20], [21].

To date, more than 100 imprinted genes have been identified in mice and many of them are also imprinted in humans [29]. In livestock animals, imprinted genes have also been identified [30], [31], [32], [33]. However, to our best knowledge, few genes have been identified as subject to genomic imprinting in rabbit. All imprinted genes show either maternal-specific or paternal-specific mono-allelic expression, and their proper expression is essential for normal development, foetal growth, nutrient metabolism and adult behaviour [34]. We extracted informative probes from the microarray data that detected known or putative imprinted genes (Catalogue of Imprinted Genes; http://igc.otago.ac.nz/home.html). 

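CDKN1A, CDKN1B and CDKN3, inhibitors or regulators of cyclin-dependent kinases, were higher in parthenotes. The log2 ratio was 1.30 ± 0.36 for CDKN1A (SD, n = 4 arrays, adjusted p = 0.0246 in limma), 0.28 ± 0.10 for CDKN1B (adjusted p = 0.0372 in limma) and 0.31 ± 0.10 for CDKN3 (adjusted p = 0.0336 in limma). After normexp and median centring the ratios of CDKN1B and CDKN3 reversed, to -0.26 and -0.35. Both then passed the threshold as lower in parthenotes (adjusted p = 0.0195 and 0.00228 in limma). The normexp fit behind these reversals was moved on array 2 by a few spots far below their local background. The methods' t-test gave adjusted p of 0.0513 for CDKN1A, 0.0693 for CDKN1B and 0.0642 for CDKN3, and limma without replicate 4 gave 0.117, 0.134 and 0.135 in the same order.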

Of the 32 putative genes analysed in this manner (table 6), 6 were identified as conserved between rabbits, humans and mice; they included *GRB10*, *ATP10A*, *ZNF215*, *NDN*, *IMPACT* and *SFMBT2*. GRB10, SNRPN and CDKN1 were also shown to be imprinted in a previous work carried out with *in vitro* developed parthenotes in mouse [20]. In fact, the use of microarrays to analyse imprinted genes provided results in the same direction as quantitative allelic pyrosequencing (QUASEP) analysis [30].

In conclusion, the resulting findings of this study revealed that even under the best developmental conditions, parthenogenetic and fertilised embryos at the late blastocyst stage are different, with at least 92 genes significantly and differentially expressed. These differences have been shown to affect basic functions such as DNA and RNA binding, nucleus, mitochondrion and transport, among others. ESCs may inherit the blastocyst level of transcripts, and the alterations observed in parthenogenetic embryos could therefore be maintained in pESCs derived from them. These alterations in gene expression call for further studies to evaluate whether and to what extent these modifications are unfavourable for ESC establishment and successive transplantation therapies. Furthermore, this work represents the first approach to the study of imprinted genes in rabbit. Hence, future research into imprinted genes might also include rabbits as alternative model systems.

How the deposited data were processed for this re-analysis (not part of the article)

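RNA from 4 pools of parthenote blastocysts and 4 pools of in vivo fertilised blastocysts, 7 embryos per pool and all recovered at day 6, was measured on 4 arrays with 2 colours. On each array the parthenote pool was labelled with Cy3 and a fertilised pool with Cy5, the dyes were not swapped on any array, and all arrays lay on a single slide and were scanned together. There is thus no batch to compare within these data, and dye and group are the same on every array. Only the parthenotes came from oocytes activated outside the body and transferred by laparoscopy into recipient does. The fertilised embryos stayed in the inseminated does. Effects of these steps and of the recipients thus cannot be told apart from parthenogenesis here.

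The authors extracted the spots with Feature Extraction under its default parameters. Of the values they deposited, the mean intensity and the median local background intensity of each spot are not normalized. The processed intensity of each channel in the deposited files has had its background subtracted and its dyes normalized within the array, with a surrogate value for dim spots. The log10 ratio that the authors deposited for each spot is the processed Cy5 intensity over the processed Cy3 intensity, and is 0 where both channels use a surrogate. The authors' value table of the whole series holds the same log10 ratio with the sign turned, so using it as an alternative changed nothing and says nothing about stability. All of its columns were matched to samples. According to the methods, the authors then removed outlier probes and used a t-test with Benjamini-Hochberg adjustment in GeneSpring. Their Blast2GO annotation was not repeated here.

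Here the log10 ratios were multiplied to log2 and turned to parthenote over fertilised. Control spots were left out, spots marked as non-uniform or population outliers were set to missing, and spots of a probe were averaged. Probes with a value on at least 3 arrays were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided test of the mean log2 ratio against 0), with Benjamini-Hochberg adjustment over all probes tested and a threshold of 0.05. The ratio within an array pairs its pools. This pairing was checked on the deviations of each channel from its group mean, over probes well above background in both channels on all 4 arrays. The deviations correlated by 0.45, 0.48, 0.41 and 0.39 between the channels of arrays 1 to 4, against -0.19, -0.15, -0.11 and -0.10 with channels of other arrays. The deviations of a probe sum to 0 in each group. The values with other arrays therefore had to offset those within arrays and are not separate evidence. Principal components were computed from the log2 processed intensities of the 8 channels. Gene lists were tested with fry in limma, adjusted over 10 lists, on the probe with the highest mean signal of each gene. Other tools were data.table 1.17.8, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

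Of the 43603 probes, 23511 were given a gene symbol. These came from the RefSeq accession in the table of rabbit genes (13253 probes), a gene identifier in the array's description (9226), a symbol in the description (463), another probe of the same transcript (371), the gene name of the array file (183) or the entries of Tables 3 and 4 (15). The table of rabbit genes belongs to the assembly mOryCun1.1 and was used for names only. The array files give positions for 33239 probes without naming a genome build. Genes with no probe under their name were not analysed here.

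The genes named in the text were chosen by a rule set before the data were examined. They are every gene that the paper names, the 5 probes with the largest mean log2 ratio in each direction among those past the threshold with the same sign on all 4 arrays, and the genes of the lists. Where a gene has several probes, the brightest over both channels was given. The lists were written before the data were examined too, for motile ciliated cells, secretory epithelium of oviduct and uterus, stroma and smooth muscle, leukocytes, erythroid cells, trophectoderm, pluripotent epiblast, primitive endoderm, and paternally and maternally expressed imprinted genes.

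The tests were tested on simulated data, log2 ratios with the spreads of the 43595 probes tested, of which 200 were changed, 50 at each fold. The comparison of parthenotes with fertilised embryos was simulated, and limma recovered 11 of 50 probes changed 1.5-fold and 43 of 50 changed 5-fold. The methods' t-test recovered 69 of the 200 with 2 false calls, and limma without pairing recovered 146 with 4. In this simulation small changes were thus missed more often than large ones. The changed probes were drawn from those well above background in at least 1 channel on all 4 arrays. With only 200 changed, the Benjamini-Hochberg adjustment is stricter than with the many probes called in the real data. The recoveries therefore do not tell how many real changes were missed. The number of arrays limits the precision of all values.

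Alternatives set before the data were examined were normexp background correction (offset 50) with loess, with median centring or with loess and Aquantile, the ratio of the processed intensities, the value table of the series, a filter that kept the 26725 probes well above background in at least 1 channel on all 4 arrays (the dim-probe filter), marked spots kept or their probes removed, the methods' t-test, fits without pairing, an intensity trend with robust estimation, regression on the base composition of the probe, each replicate left out, the mean of all probes of a gene, camera in limma for the lists, the lists without genes of Tables 3, 4 and 6, distinct identifiers in place of probes, and for the principal components scaled probes and the 1000 most variable probes. The Aquantile step leaves the ratio of an array unchanged and was used for the principal components and for lower bounds only. Alternatives chosen after the data were seen were a filter on both channels, a base composition correction with the dim-probe filter, a repair of the local background of spots over 25 units dimmer than it, and 6 versions of the t-test with other filters or normalizations.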

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

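The tests on ratios at background and on a dye effect shared by all probes of a transcript were chosen only after the result was seen, and the tests on array 2 were chosen after the pattern on array 2 was seen.

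Among the 51 groups of 4 arrays examined (the named genes and the lists), 3 had a highest or lowest array whose gap to the nearest of the others, as a share of the group's range, was above Dixon's critical value for 4 samples. Chance gives about 1 such group in 20, or 2.55 here, and the groups are not independent. For GRB10 the share was 0.867, since array 2 had a log2 ratio of 0.69 and the other arrays between 0.39 and 0.43. For SELENBP1 it was 0.838, with array 2 at 2.01 and the others between 2.84 and 3.00. Both genes were higher in parthenotes on each array, but normexp with median centring reversed GRB10 to -0.21, and GRB10 lost the threshold without replicate 1, 3 or 4 and SELENBP1 without replicate 3 or 4. The normexp fit was itself moved on array 2 by a few spots far below their local background. A number of 3 such groups is close to what chance gives. No technical or biological explanation was tested for these genes alone.

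For the list of motile ciliated cells the share was 0.855. Its median log2 ratio was 1.23 on array 2 and 2.47, 2.68 and 2.66 on arrays 1, 3 and 4. If all ratios were smaller on array 2, other genes would show it too. Over 7091 called probes outside the ciliated genes, the slope of array 2 on the mean of the other arrays was 0.919. This was the lowest slope, close to the 0.928 of array 1 and below the 1.05 and 1.03 of arrays 3 and 4. Over the 16 ciliated genes with a measured level the slope of array 2 was 0.60, so slightly smaller ratios of all genes would not bring them this low. A pool with a smaller share of ciliated cells or their RNA on array 2 would lower other genes of cilia as well. Of 47 other genes named for cilia, 24 (51.1%) were lowest on array 2, against 32.4% of 377 other probes called and at least 2-fold higher (two-sided Fisher's exact test, p = 0.0143, over genes that are not independent). The 47 genes were not chosen by call or fold, and 39 of them were higher, so the shares are not fully comparable. Their median log2 ratios were 1.06, 0.63, 1.93 and 1.60 on arrays 1 to 4, so array 1 was low as well. A candidate explanation is therefore that the parthenote pool of array 2 held less RNA of ciliated cells. It was found and tested on the same arrays, 12 of the 47 genes were lowest on array 1, and a difference in expression between the embryos of the pools stays open and untested.

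The 5 probes with the largest fitted increase in parthenotes belong to genes that the paper does not discuss. That they rise most is not measured, since A_04_P030002 and OVGP1 of Table 3, measured in both channels, were 21.5-fold and 14.6-fold higher. A_04_P092332 of SPAG6 was at least 4.11-fold higher, A_04_P052932, A_04_P052936 and A_04_P052934 of CFAP144 at least 3.89-fold, 3.32-fold and 3.10-fold, and A_04_P042583, which has no gene name, at least 3.47-fold. The 3 probes of CFAP144 overlap and are close to a single measurement. The fitted folds of these probes rest on a fertilised channel at background, as do many others, since 79.9% of the 998 probes called and changed at least 3-fold were not well above background in both channels on all 4 arrays. A dye effect of single probes would leave the sign of other probes of the same transcript open, but 91.2% of 2424 other probes had the sign of the called probe. A dye effect shared by all probes of a transcript cannot be told apart from the groups, because 0 arrays had the dyes swapped. A difference between parthenote and fertilised embryos stays open as well, and was not tested apart from the dye.

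The 14 genes of motile ciliated cells that Tables 3, 4 and 6 do not hold had a median log2 ratio of 2.14 (adjusted p = 0.0114 with fry in limma). In the fitted ratios, the genes picked by the paper thus do not carry this list. On the whole list 18 of 19 genes were higher in parthenotes. Of the 19, 10 were not well above background in the fertilised channel on any array, and all 10 are among the 14 genes. The size of the 2.14 therefore rests largely on a channel at background. With 7 genes of the whole list at their bound and 3 left out, the median of the list was 1.52. In the parthenote channel the brightest probes of the list were those of CAPS and C20orf85. CAPS had a log2 processed signal of 10.6 in parthenotes and 8.13 in fertilised embryos, and C20orf85 had 9.47 and 5.96. DYNLRB2, with 9.19 and 7.21, was brighter than C20orf85 in fertilised embryos. The call of the whole list of motile ciliated cells was lost without replicate 4, after normexp with loess or with median centring, and under camera with an estimated correlation. With the local background repaired, a step chosen after the data were seen, normexp and loess kept it past the threshold at a median of 0.72.

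RNA or cells of the maternal tract in the parthenote pools would bring the genes of its other cell types along if all types were shed, which is why the list of stroma and smooth muscle was tested. Epithelium alone would not bring these genes, so their level cannot decide the matter, and 5 of the 12 matched genes of stroma and smooth muscle (COL1A1, ACTA2, MYH11, POSTN and PDGFRB) were not well above background in either channel on any array. The list of stroma and smooth muscle had a median of 0.38 and was not past the threshold (adjusted p = 0.0795 with fry in limma). That outcome depends on the setting, since among the alternatives for stroma and smooth muscle the adjusted p ran from 0.00198 to 0.291, and this list passed under the processed-signal ratio, the dim-probe filter, the base composition correction, the mean of all probes, the fit without pairing and without replicate 1. The list of leukocytes had 0.35 and was past the threshold (adjusted p = 0.00218 with fry in limma), but not after normexp with median centring, nor with loess unless the local background was repaired, nor under camera with an estimated correlation. RNA of the tract and expression of these genes in the embryos therefore cannot be told apart here, because the stroma list could not decide between them. The latter was not tested.

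NNAT, a paternally expressed imprinted gene that the paper does not name, was at least 1.96-fold lower in parthenotes and was not well above background there on any array. Loss of expression from a missing paternal genome would lower the whole list, and the 8 of 11 paternally expressed genes outside Tables 3, 4 and 6 had a median log2 ratio of -1.23 (adjusted p = 9.38e-05 with fry in limma). This is consistent with such a loss. For the paternally expressed imprinted genes as a whole list, the adjusted p ran from 1.73e-07 to 0.14 over the alternatives, and it was past the threshold except after normexp and loess (median -0.27) and under camera with an estimated correlation. The background fit behind the former was moved on array 2 by a few spots far below their local background. With such spots repaired on arrays 2 and 4, a step chosen after the data were seen, the median was -0.36 and the adjusted p 3.65e-06 with fry in limma. After the base composition correction the median of the whole list was -1.46 (adjusted p = 1e-05 with fry in limma), which argues against a dye bias tied to the bases. A dye effect that differs at random between probes would leave the signs open, whereas all 11 genes were lower. The signs cannot exclude a dye effect shared by dim probes. SNRPN and SNURF share a transcript, and MKRN3, SGCE, RTL1 and NNAT were well above background on all 4 arrays only in Cy5. More spots were well above background in Cy5 than in Cy3 on every array. For the list and for single genes a dye effect was thus not excluded, because no dye was swapped.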

How the results depend on the processing

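The settings with a t-test on other filters or normalizations, the filter on both channels, the repaired local background and the base composition correction with the dim-probe filter were chosen only after the data were seen. All 82 matched entries of Tables 3 and 4, of which CTBS and SCMC1 count 2 times each, kept their direction with each replicate left out. They were chosen by the paper for their change on these arrays, so this is not independent evidence. Of 1024 values of the 41 named genes and probes under the alternatives, 845 kept their direction and their side of the threshold, 165 kept the direction and lost the threshold, 8 kept it and passed the threshold, and 6 reversed. The 8 are all SFMBT2. Of the values that lost the threshold, 38 were under the methods' t-test with normexp and loess, 38 under the same with the dim-probe filter, and 7, 12, 18 and 23 without replicates 1, 2, 3 and 4. Where no reason is given below, the cause was not tested. Using the value table of the series gave identical values and tests nothing.

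With normexp and median centring, 31610 probes were called, 14806 higher and 16804 lower, of which 8159 changed at least 1.5-fold and 223 at least 3-fold (50 higher and 173 lower). PC1 held 94.8% and PC2 4.20%. Reversed log2 ratios were -0.21 for GRB10, -0.26 for CDKN1B, -0.35 for CDKN3, -0.52 for POU5F1, 0.10 for ERBB3 and 0.0071 for TGFB2, and the cause was not tested. Of these, CDKN1B, CDKN3 and POU5F1 passed the threshold as lower (adjusted p = 0.0195, 0.00228 and 2.42e-05 in limma). No other alternative reversed any of these genes. A few spots far below their local background moved the normexp fit of array 2, and median centring was not run with the background repaired. In this setting the log2 ratios had a standard deviation of 0.28 on array 2, against 0.54 to 0.58 on the other arrays.

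With normexp and loess, 1091 probes changed at least 1.5-fold, 296 at least 2-fold and 110 at least 3-fold (82 higher and 28 lower). The paternally expressed list fell short of the threshold with a median of -0.27, the number of lists called was 0, and PC1 and PC2 held 97.8% and 1.25%. On array 2 a few spots far below their local background moved the fit, and array 4 had 1 such spot in each channel. With the backgrounds of both arrays repaired, 6416 probes were higher, 1739 changed at least 1.5-fold, 488 at least 2-fold and 184 at least 3-fold (149 higher and 35 lower), 43 genes of Table 6 and 6 lists were called, the paternally expressed list had a median of -0.36, and PC1 held 53.0%. With Aquantile PC1 held 56.5%, and 53.2% after the repair.

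The ratio of the processed signals is not set to 0 for dim spots, and gave 21399 called probes, 13912 higher and 7487 lower, with 5712 changed at least 1.5-fold. It called 44 genes of Table 6, and passed the maternally expressed list (0.23) and the X-linked genes (0.034).

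With the dim-probe filter, which tests fewer probes, 45 genes of Table 6 were called, and PC1 and PC2 held 66.3% and 13.2%. With both channels well above background, 718 probes changed at least 2-fold and 223 at least 3-fold (186 higher and 37 lower), 47 genes of Table 6 were called and PC1 held 56.4%. The base composition correction gave the epiblast list a reversed median of 0.025, also with the dim-probe filter, where 45 genes of Table 6 were called. With scaled probes PC2 held 20.4%.

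The methods' t-test, which does not share the spread across probes, called 4435 probes, 2032 higher and 2403 lower, with 2018 at least 1.5-fold, 1184 at least 2-fold and 412 at least 3-fold higher, and 9 genes of Table 6. With both channels well above background it called 5742 probes, 2697 higher and 3045 lower, with 1580 at least 1.5-fold, 540 at least 2-fold and 189 at least 3-fold (156 higher and 33 lower). With the dim-probe filter, 2305 changed at least 1.5-fold, 1127 at least 2-fold and 637 at least 3-fold, 353 of them higher. With normexp and loess it called 6 probes (8499 at an unadjusted p under 0.05), 1 higher and 5 lower, with 2 at least 1.5-fold, 1 at least 2-fold and 0 at least 3-fold in either direction, and 0 genes of Tables 3, 4 and 6 and of the imprinted genes, where limma called 6499 probes on the same values. With the dim-probe filter added it called 190 (8307 at an unadjusted p under 0.05), 68 higher and 122 lower, with 28, 4 and 1 at least 1.5-fold, 2-fold and 3-fold (0 higher and 1 lower), and again 0 of the listed and imprinted genes. With the repaired background it called 4324, 1994 higher and 2330 lower, with 893, 287 and 119 at those folds (85 higher and 34 lower at 3-fold) and 8 genes of Table 6.

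Without the pairing of the pools of an array (no replicate block), limma called 16358 probes, 11117 of them higher, and the methods' t-test as a 2-sample test called 13847, 9348 of them higher. Both used the processed signals of the channels, on which limma with the pairing kept called 21399 probes, 13912 of them higher. Their counts therefore do not show the effect of the pairing alone. Apart from SFMBT2, which passed in both, the tests without pairing lost the calls of 3 named genes in each (SAA1 and CDKN3 in both, POU5F1 in the limma fit and C1RL in the t-test). Among the lists, the limma fit without pairing lost primitive endoderm and passed stroma and smooth muscle.

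Without 1 replicate, which leaves 3 arrays, the ranges were 1239 to 5735 called probes, 531 to 2658 higher and 708 to 3077 lower, 635 to 2317 at least 1.5-fold, 391 to 1305 at least 2-fold and 248 to 742 at least 3-fold (108 to 456 higher, 140 to 286 lower). Replicate 4 gave the lowest of these counts. Called were 16 to 63 entries of Tables 3 and 4, 1 to 3 imprinted genes and 4 to 12 of Table 6, and the lists called 3 to 6. PC1 held 45.3% to 51.7% and PC2 21.0% to 24.9%. The medians of the paternally expressed list were -1.64 to -1.43 and of the maternally expressed list 0 to 0.046. The X-linked difference stayed at 0 (0 to 0), but passed the threshold of fry in limma without replicate 1. The epiblast median ranged from -0.20 to a reversed 0.062 without replicate 4.

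Of the set tests, camera with an estimated correlation gave the paternally expressed list, whose median is -1.44, an adjusted p of 0.14 and called 0 lists. Without the genes of Tables 3, 4 and 6, 3 lists were called. For arrays the limit is signal over background, since 26725 of 43595 probes tested were well above it in at least 1 channel on all arrays and 24137 in both.

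Some alternatives gave no value or were not run. The erythroid list gave none with the dim-probe filter, alone or with the base composition correction, or with both channels well above background, since too few of its genes were left for the set test. The X-linked genes were not run without pairing or with the mean of all probes. The set tests have their own model and were not run with the t-tests or with the trend and robust estimation, and the mean of all probes of a gene was not tested for single genes. Aquantile leaves the ratios of an array as they are, so it was run for the channel PCA alone. The PCA was not run with the processed-signal ratio, the series values, the marked spots or the base composition correction.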

Differences from the paper's values

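The settings with the t-test on other filters or normalizations, the filter on both channels and the repaired local background were chosen only after the data were seen, and 6 versions of the t-test were tried. Reaching a value of the paper under a setting does not make it the method of the paper. The alternatives set before the data were examined are normexp with loess or median centring, the processed-signal ratio, the value table of the series, the dim-probe filter, marked spots kept or removed, the methods' t-test, both fits without pairing, the trend with robust estimation, the base composition correction and each replicate left out. Those not named beside a value below did not bring it within 1.5 times of the paper's.

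The paper's 2541 differentially expressed transcripts compare with 5603 distinct identifiers here. Normexp and loess (3583), the methods' t-test (2969), and limma without replicate 1 (3800) or 3 (1928) came within 1.5 times. So did, chosen after seeing the values, the methods' t-test on both channels (3465) and on the repaired background (2875). For transcripts higher in parthenotes, the paper's 1185 and 2481 here, those were 1659, 1318, 1693 and 815, and 1604 and 1307 for the settings chosen after seeing the values. For those lower, the paper's 1356 and 3154 here, they were normexp and loess (1936), the methods' t-test (1658) and without replicate 3 (1117), and, chosen after seeing the values, 1871 and 1573.

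The paper's 92 genes changed at least 3-fold compare with 683 identifiers here, and its 76 higher and 16 lower with 365 and 319. Of the first group of alternatives, median centring gave 99 in all, but with 27 higher and 72 lower, and leaving out replicate 4 gave 76 higher, but with 124 lower and 200 in all. None reached the lower ones. Chosen after seeing the values, limma on both channels gave 124 in all, 105 higher and 19 lower, the methods' t-test on both channels 102, 86 and 16, and limma with the repaired background 87, 74 and 13. The methods' t-test with the repaired background, also chosen after seeing the values, gave 12 lower.

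Of the probes of Table 2 at an adjusted p under 0.05, the paper's 5790 for all changes compares with 8996 here. Normexp and loess gave 6499, the methods' t-test 4435, the trend with robust estimation 7614 and leaving out replicate 1 gave 5735. Chosen after seeing the values, the methods' t-test gave 5742 on both channels, 6628 with the dim-probe filter, 6532 on probes well above background in any channel on at least 1 array and 4324 with the repaired background. Over 1.1-fold, the paper's 5547 and 8668 here, the same settings gave 6499, 4324, 7356 and 5514, and, chosen after seeing the values, 5503, 6376, 6312 and 4004. Over 1.5-fold, the paper's 1606 and 3586 here, they were normexp and loess (1091), the methods' t-test (2018), and without replicate 1 (2317) or 3 (1170). Chosen after seeing the values, they were the methods' t-test on both channels (1580) or with the dim-probe filter (2305) and limma with the repaired background (1739). Over 2-fold, the paper's 557 and 1907 here, leaving out replicates 2, 3 and 4 gave 658, 667 and 391, and, chosen after seeing the values, limma on both channels gave 718, the methods' t-test on both channels 540 and the repaired background in limma 488. Over 3-fold, the paper's 199 and 998 here, median centring gave 223 and leaving out replicate 4 gave 248, where all changes were 31610 and 1239, and the same settings chosen after seeing the values gave 223, 189 and 184.

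At an adjusted p under 0.02, the paper's counts are 881 for all changes, 870 over 1.1-fold, 363 over 1.5-fold, 167 over 2-fold and 67 over 3-fold, and here they are 3627, 3562, 1724, 1028 and 621. Leaving out replicate 1 gave 621 for all changes and over 1.1-fold, 349 over 1.5-fold and 221 over 2-fold. The methods' t-test gave 278 over 1.5-fold and 188 over 2-fold, and normexp and loess 151 over 2-fold and 77 over 3-fold. Chosen after seeing the values, the methods' t-test on both channels gave 734, 724, 293, 130 and 47, and on any channel on at least 1 array 1137 for all changes and 1126 over 1.1-fold.

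At an adjusted p under 0.01, the paper's counts are 20, 20, 14, 12 and 8 in the same order, and here they are 1190, 1181, 672, 446 and 301. No alternative set before the data were examined came within 1.5 times. Chosen after seeing the values, the methods' t-test on any channel on at least 1 array gave 28 for all changes and over 1.1-fold. The methods' t-test on both channels, which came close at the larger thresholds, gave 0 at each fold here (10936 probes passed an unadjusted p of 0.05), where limma on the same probes gave 4942 for all changes.

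Of the 82 entries of Tables 3 and 4 that were matched, 81 were called here by their brightest probe, where CTBS and SCMC1 count 2 times each. The brightest probe of LRRIQ1, which the paper lists, was not, whereas another probe of LRRIQ1 was. The brightest was called under the processed-signal ratio and the dim-probe filter, and, chosen after seeing the values, on both channels, with the repaired background and with the base composition correction and the dim-probe filter. By the brightest probe GPIIIa (log2 ratio 0.70), LRRIQ1 (0.91), PPIL6 (1.53) and RIT1 (-1.19) were below 3-fold here, but another probe of each reached it. As folds of fertilised over parthenote embryos, negative where parthenotes were higher, these other probes gave -3.54, -3.43, -3.31 and 3.16, against the paper's -3.47, -3.43, -3.31 and 3.16. The paper ranks A_04_P013564 above SNRPN, where the log2 ratios here were -5.51 and -5.60, which differ by less than their standard deviations of 0.24 and 0.26.

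SFMBT2, which the paper calls lower, was lower but not past the threshold (adjusted p = 0.0921 in limma). It passed with median centring, the processed-signal ratio, the dim-probe filter and both fits without pairing, and, chosen after seeing the values, on both channels, with the repaired background and with the base composition correction and the dim-probe filter. Of the 56 genes of Table 6 analysed here, 25 were called, whereas the paper lists all as different. More were called with the dim-probe filter (45), the processed-signal ratio (44), median centring (34), the base composition correction (32) and limma without pairing (26), and, chosen after seeing the values, on both channels (47), with the base composition correction and the dim-probe filter (45) and with the repaired background (43). For 33 of the 56 at least 1 probe was called in the stated direction. USP15, listed as lower, had a log2 ratio of 0.07 for its brightest probe and -0.12 for the mean of all probes, which has the stated direction. FBXO32, listed as higher, had -0.13 and 0.33 in the same order, and another of its probes was called higher. TSPAN12, listed as higher, was called higher by its brightest probe at 0.40 but had -0.31 for the mean of all probes.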

Other observations

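The tests on the secretory list without picked genes, on a dye effect shared by all probes of a transcript and on ratios at background were chosen only after the result was seen, and so was the restriction of the maternally expressed and X-linked genes to probes well above background in both channels.

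Several technical explanations bear on the 8996 called probes, which were between 1239 (without replicate 4) and 5735 (without replicate 1) with 3 arrays. A dye bias tied to the base composition of a probe would be removed by a regression on its bases, but 94.2% of the called probes stayed past the threshold with the same sign, and the bases explained a share of between 0.0056 and 0.0087 of the variance of an array. A bias particular to single probes goes against the 91.2% of other probes of the same transcript with the same sign, over 1368 transcripts. Signals at background as the whole cause go against the 88.7% of called probes well above background in at least 1 channel on all 4 arrays, though for the 998 probes called and changed at least 3-fold a channel at background is common (79.9% not well above background in both). Of the 8 ways to turn the signs of 4 arrays, 1, the real one, gave as many called probes in limma. The smallest share that 4 arrays allow is 0.125, so chance cannot be excluded this way. With 0 arrays dye-swapped, a dye effect shared by a transcript's probes cannot be told apart from the groups.

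The list of oviduct and uterus secretory epithelium had a median log2 ratio of 2.12 over 15 genes, 2.24 over the 14 with a measured level (adjusted p = 0.00218 with fry in limma), and 12 were higher in parthenotes. The paper had picked 7 of them in Tables 3, 4 and 6. Without these the median of 8 genes was 0.14 (adjusted p = 0.258 with fry in limma). This does not tell whether the picked genes carry the list, because they were picked for their change on these arrays and leaving them out had to lower the median. Of the 8, SPP1 at 4.55 (adjusted p = 0.0328 in limma) and PGR at 2.08 (adjusted p = 0.0283 in limma) were called higher, on 4 of 4 arrays each. Over the alternatives for oviduct and uterus secretory epithelium the adjusted p ran from 0.000126 to 0.258, and the call was also lost after normexp and loess, though not with the repaired local background, and under camera with an estimated correlation. Of its probes that were brightest in the parthenote channel, that of OVGP1 had a log2 processed signal of 12.7 in parthenotes and 8.84 in fertilised embryos. ANXA1 had 12.6 and 10.2, and SCGB1A1 had 11.9 and 9.17, and all 3 were higher on each array. WFDC2 had 12.3 in both groups and AQP5 11.2 and 11.3. The mean ratios of WFDC2 (0.01) and AQP5 (-0.08) hide arrays that differ, since array 1 gave -1.52 and -1.15, while the others lay between 0.26 and 0.71 for WFDC2 and between -0.18 and 0.60 for AQP5.

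The other lists gave smaller medians. Erythroid cells had 0.98 over 4 genes, 1.65 with bounds (adjusted p = 0.0485 with fry in limma), leukocytes 0.45 with bounds and stroma and smooth muscle 0.55 over the 7 genes with a measured level. Primitive endoderm had -0.32, -0.30 with bounds (adjusted p = 0.0485 with fry in limma). The calls of these lists are not stable. Erythroid cells lost theirs without replicate 2, 3 or 4, and primitive endoderm without any of the 4 replicates in turn. Trophectoderm had -0.11, -0.17 over genes with a level, and pluripotent epiblast -0.06, and neither was called (adjusted p = 0.271 with fry in limma for both), although both passed after normexp and median centring, where the epiblast median was -0.52, and that of pluripotent epiblast reversed to 0.025 after the base composition correction. DCN belongs to the stroma list and to the maternally expressed list. The calls of fry for ciliated cells, secretory epithelium, leukocytes and paternally expressed genes also held under camera with its preset correlation of 0.01, and none held under camera with an estimated correlation.

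A double dose of the maternal genome would raise maternally expressed genes. Of the 8 such genes well above background in both channels on all 4 arrays, 4 were higher and 4 lower, with a median log2 ratio of -0.023, which decides nothing. IGF2R was higher at 0.81 (adjusted p = 0.0132 in limma) and PON3 lower at -1.61 (adjusted p = 0.0331 in limma).

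Parthenotes have 2 maternal X chromosomes, and fertilised pools hold both sexes. Over 681 X-linked and 15413 autosomal genes both medians were 0, which is fixed by the many ratios set to 0. Over 357 X-linked and 8946 autosomal genes well above background in both channels, the medians were 0.0041 and -0.023. With each array centred on its autosomal median, the X-linked median was 0.025 and fry in limma did not put it past the threshold, which decides nothing either.

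Genes named in the introduction of the paper gave a log2 ratio of 0.21 ± 0.03 (SD, n = 4 arrays) for POU5F1 (adjusted p = 0.0118 in limma), of -0.43 ± 0.60 for ERBB3 (adjusted p = 0.38 in limma), which was well above background in parthenotes on 1 array, and of -1.04 for TGFB2 (adjusted p = 0.228 in limma), which was not well above background in parthenotes on any array and had the negative sign on 3 of 4 arrays. Normexp with median centring turned the sign of all 3, and POU5F1 then passed the threshold as lower (adjusted p = 2.42e-05 in limma). The normexp fit behind this was moved on array 2 by a few spots far below their local background.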
